# Zebrafish exposure to environmentally relevant concentration of depleted uranium impairs progeny development at the molecular and histological levels

**DOI:** 10.1371/journal.pone.0177932

**Published:** 2017-05-22

**Authors:** Olivier Armant, Kewin Gombeau, Sophia Murat El Houdigui, Magali Floriani, Virginie Camilleri, Isabelle Cavalie, Christelle Adam-Guillermin

## Abstract

Uranium is an actinide naturally found in the environment. Anthropogenic activities lead to the release of increasing amounts of uranium and depleted uranium (DU) in the environment, posing potential risks to aquatic organisms due to radiological and chemical toxicity of this radionucleide. Although environmental contaminations with high levels of uranium have already been observed, chronic exposures of non-human species to levels close to the environmental quality standards remain scarcely characterized. The present study focused on the identification of the molecular pathways impacted by a chronic exposure of zebrafish to 20 μg/L of DU during 10 days. The transcriptomic effects were evaluated by the use of the mRNAseq analysis in three organs of adult zebrafish, the brain the testis and the ovaries, and two developmental stages of the adult fish progeny, two-cells embryo and four-days larvae. The results highlight generic effects on the cell adhesion process, but also specific transcriptomic responses depending on the organ or the developmental stage investigated. The analysis of the transgenerational effects of DU-exposure on the four-day zebrafish larvae demonstrate an induction of genes involved in oxidative response (*cat*, *mpx*, *sod1* and *sod2*), a decrease of expression of the two hatching enzymes (*he1a* and *he1b*), the deregulation of the expression of gene coding for the ATPase complex and the induction of cellular stress. Electron microscopy analysis of skeletal muscles on the four-days larvae highlights significant histological impacts on the ultrastructure of both the mitochondria and the myofibres. In addition, the comparison with the transcriptomic data obtained for the acetylcholine esterase mutant reveals the induction of protein-chaperons in the skeletal muscles of the progeny of fish chronically exposed to DU, pointing towards long lasting effects of this chemical in the muscles. The results presented in this study support the hypothesis that a chronic parental exposure to an environmentally relevant concentration of DU could impair the progeny development with significant effects observed both at the molecular level and on the histological ultrastructure of organs. This study provides a comprehensive transcriptomic dataset useful for ecotoxicological studies on other fish species at the molecular level. It also provides a key DU responsive gene, *egr1*, which may be a candidate biomarker for monitoring aquatic pollution by heavy metals.

## Introduction

Chemical risk assessment is conducted on animal models based on regulatory test guidelines with the key objective to assess a relationship between the concentration of exposure and the associated biological effects observed to determine the concentration of substance above which adverse effects can be expected. Usually, high concentrations are used to detect adverse endpoints such as lethality and reproductive effects. Evidence has been accumulated showing that high-dose effects can be different from low-dose effects. For example non-monotonic dose-responses and threshold effects can be observed [1,2]. In addition, the chronic exposures of individuals to low concentrations of pollutants have also the potential to alter the health of the offspring with deleterious effects that can be transmitted over generations through the inheritance of genetic or epigenetic alterations in the progeny of the exposed individuals [3,4]. As such, how the effects observed at the individual level can spread over generations and impact the population scale remains uncertain for a vast majority of pollutants.

Uranium is an actinide that can be found in the environment at concentrations in surface and ground waters ranging from 0.01 to more than 2000 μg/L [5,6]. Environmental quality standard for uranium range from 0.3μg/L to 30μg/L depending on the physico-chemical properties of the water (pH, hardness and dissolved organic matter content) [7]. Natural uranium is composed of three isotopes: 99.27% is ^238^U (half-life of 4 billion years), 0.72% ^235^U (half-life 700 million years) and less than 0.001% ^234^U (half-life 427000 years). DU shows a decreased ^235^U percentage down to 0.2%. It is a main by-product of the nuclear fuel cycle, it is used as counterweights in the aircraft industry, in biological shielding for radiation protection and is used as armour penetrator in military conventional ammunitions. High levels of natural [8] and depleted uranium [9] have already been observed, either in the vicinity of former mining sites or after accidental spillage of industrial sites. With the growing world nuclear energy demand, DU concentration in the geosphere is expected to increase in the next decades [10], raising concerns on the long-term effects of this chemical on the environment. DU is a heavy metal chemically toxic but weakly radioactive. Studies realized so far on animals and human for acute exposures point towards nephrotoxic [11] and carcinogenic effects of DU [12,13]. At the molecular levels, *in vitro* assays on cultured cells showed that acute exposure to DU can alter gene expression and induce oxidative stress as well as double-strand DNA breaks [14,15].

Few studies investigated the biological impairments induced over generations by a chronic parental exposure to environmentally relevant concentrations of DU. The chronic effects of DU started to be investigated *in vivo* on the zebrafish, *Danio rerio*, a species that is gaining interest in the modeling of human diseases, including cancer, and recommended by the OECD guideline for the testing of chemicals. Exposure of fertilized eggs to 20 and 250 μg DU/L during 20 days was associated with a significant decrease of the hatching rate and survival during development [16]. The increase of oxidative stress upon uranium exposure was shown to induce the expression of detoxifying genes like *sod1*, *sod2* and *cat* in the liver [17]. Mitochondrial and DNA repair enzymes were also perturbed in zebrafish skeletal muscles and brain [17,18], similarly to what was observed in the kidney of mice chronically exposed to uranium [19]. DU bioaccumulates in the gonads of females chronically exposed and is transmitted to the eggs [20,21]. This transfer from the exposed adult to the progeny was proposed to account for the genotoxic effects of uranium. Finally, we demonstrated recently that DU-exposure altered the transcriptome and the global DNA methylation levels in adult tissues and in the progeny (F1 generation) of the DU-exposed fish [22].

In the present study, we decided to go deeper in the analysis of the transcriptomic changes induced by chronic exposure to DU on zebrafish, using data generated previously [22] and by producing novel data. We performed a detailed analysis of the DU-induced transcriptomic changes by mRNAseq on adult brain and gonads (testis and ovaries), as well as on the progeny of the DU-exposed fish at two-cells stage and 96 hours post fertilization (hpf). A comparison with the transcriptome of the acetylcholine esterase mutant, where a progressive degeneration of the muscles fibre damages is observed [23], reveals similar induction of protein chaperons in response to stress (such as *hsp70l* and *hsp70*) in skeletal muscles. In addition to this global analysis of the transcriptome, we attempted to link the DU-induced transcriptional changes with the histopathological injuries observed by transmission electronic microscopy (TEM) in the muscles of 96 hpf larvae, thereby providing potential molecular mechanisms for the observed physiological effects.

## Material and methods

### Fish maintenance and depleted uranium exposure

All zebrafish work was carried out with the approval from the Animal User and Ethical Committee at the IRSN (committee 81). Care was taken to minimize the numbers of animals used in these experiments in accordance with the ARRIVE guidelines. Adult wild type zebrafish (*Danio rerio*, AB genetic background) 6–9 months of age were purchased from Amagen (Gif-sur-Yvette, France). Thirty males (average wet weight of 0.47 ±0.05 g and 3.57 ±0.13 cm) and females (average wet weight of 0.69 ±0.16 g and 3.78 ±0.16 cm) were maintained in 30L glass tanks containing synthetic soft water (CaCl_2_[2H_2_O] 42.49 mg/L, MgCl_2_[6H_2_O] 19.30 mg/L, MgSO_4_[7H_2_O] 24.65 mg/L, Na_2_CO_3_ 0.78 mg/L, KCl 11.33 mg/L, and NaNO_3_ 26.35 mg/L) and oxygenated by air bubbling. The composition of the synthetic water was chosen to allow the maximal bioavailability of uranium, as previously described [24]. The temperature was set to 28°C ± 1°C, pH to 6.5 ± 0.1 through the experiment and under a day light cycle of 14h/10h (day/night). Fish were fed twice a day with standard fish flakes (Tetramin, Melle, Germany) and once a day with 24hpf *Artemia salina nauplii* (JBL, Herblay, France). The males and females were maintained separated and crossed once per week in synthetic soft water during the 3 weeks of acclimatization and then exposed to a concentration of 20μg/L DU (UO_2_(NO_3_)_2_ − 6H_2_O, Sigma, Lezennes, France). DU concentration was checked several times per day [20] to ensure that the contamination was as closed as possible from the nominal concentration. The direct quantification of DU in the tanks showed that the actual DU concentration was 16.5 ± 2.9 μg/L for ten days. On the 6^th^ days all males and all females from DU exposed and control groups were mated in clean water (one couple per tank) and the eggs allowed to develop until 96 hpf in clean water. Following the breeding, the adult fish were replaced in DU contaminated water for a total time of 10 days. Fish behaviour and feeding were observed daily during the whole time of the experiment to detect any sign of distress or suffering. No death, behavioural differences or sign of suffering were observed in the DU-exposed fish group compared to controls. All fish were euthanized at the end of the experiment by immersion in ice cold water. Measurement of body mass and length didn’t reveal any difference between the exposed and control group (data not shown). Dissection of brain, ovaries and testis was conducted under the binocular (Leica, France). The main entry of uranium in the body is through the gills [25]. The DU-bioaccumulation in brain, gonads, two-cells stage embryos and 96 hpf larvae was analysed on mineralized samples using a 7500Cx spectrometer (ICP-MS, Agilent) with a detection limit of 0.11 ng/L. A concentration of 1.55 ±1.11 μg U/g of dry tissue was detected in the brains of exposed fish, 0.92 ±0.4 μg U/g of dry tissue in the testis, 2.31 ±1.52 μg U/g of dry tissue in the ovaries, 4.51 ±0.94 μg U/g of dry tissue in the two-cells stage embryos and 0.56 ±0.09 μg U/g of dry tissue in the 96 hpf larvae. More details on the methods can be found in the companion paper [22].

### mRNAseq expression analysis

Total RNA samples were extracted using the Absolutely RNA Miniprep kit (Agilent) according to manufacturer’s recommendations from whole gonads of adult males and females, and from pools of 50 embryos at two-cells stages and three larvae at 96 hpf. Sequencing libraries were prepared from 1μg of total RNA with TruSeq mRNA version 2 kits from Illumina following manufacturer’s instructions. No signs of degradation were detected on RNA nano Chips (Bionalyser 2011, Agilent). Libraries were multiplexed at 8pM and run on a Hiseq1500 to produced 2x51bp or 2x70bp paired end reads. Reads were mapped against the Zv10 *Danio rerio* genome assembly with RNA-STAR[26], using the exon-exon junctions from Ensembl (release 85). A total of 3 billions of high quality paired end reads (Q>30) were generated (S1 Table). The assessment of biological replicates quality by hierarchical clustering led to the selection of 22 samples (S1 Fig). Data normalization and differential expression analysis were performed with DESeq2[27]. Genes with a log2 fold change > ±1 and adjusted *p*-value (FDR) < 0.01 were considered as differentially expressed. Hierarchical clustering was performed in R with the *hclust* package using Pearson correlation and the complete linkage method on a set of 6140 genes with rlog normalized expression (from DESeq2) consistently > = 11 in the biological replicates for at least one condition within the following condition: brain, testis, ovaries, two-cells stage embryos, 96 hpf larvae. Five-ways Venn-diagram was constructed with BEG online tools (http://bioinformatics.psb.ugent.be/cgi-bin/liste/Venn/calculate_venn.htpl) and the *p*-value for significance of the overlap computed by a hypergeometric test.

### Gene Ontology and diseases analysis

Gene Ontology (GO) enrichment analysis were performed on zebrafish Ensembl identifiers with the R package *TopGO* [28]. Unique human orthologues were collected from *biomart* when the % of identity between the zebrafish and human genes was > 30%. Zebrafish and human gene-set provided similar enrichment of GO terms with *TopGO* or Gene Set Enricher available from CTD website (http://ctdbase.org/tools/enricher.go) (S5 Table and data not shown). To infer the diseases enrichment, human orthologues were submitted to the CTD Enriched diseases tool (http://ctdbase.org/tools/enricher.go). GO pathways and MESH terms (disease names) with *p*-values < 0.01 and < 0.001 respectively (exact Fisher’s test) were considered as significantly enriched. Upstream regulators were identified using human orthologues as a query to ChEA2 (http://amp.pharm.mssm.edu/ChEA2).

### Comparison to other mRNAseq datasets

Fastq files from mutant zebrafish for the gene *acetyl choline esterase* (ache-/-) (72 hpf larvae) were downloaded from GSE74202 [29]. Alignments to the ZV10 genome assembly and differential expression analysis were performed as described above. Genes with adjusted *p*-value < 0.01 were used for significance of differential gene expression.

### Microscopic analyses

The 96 hpf larvae were fixed with 2.5% (w/v) glutaraldehyde in 0.1 M, pH 7.4 sodium cacodylate buffer for two days at 4°C. The samples were washed three times 5 min in the same buffer. Samples were treated to 1% (w/v) osmium tetroxyde in cacodylate buffer for 1h, then dehydrated through a graded ethanol series, and finally embedded in monomeric resin (Epon 812). All chemicals used for histological preparation were purchased from Electron Microscopy Sciences (Hatfield, USA). Sections for optical and electron microscope of 500 and 80 nm respectively were obtained with an ultramicrotome UCT (Leica Microsystems GmbH, Wetzlar, Germany). The semi-thin sections were stained with aqueous blue toluidine and examined under a light microscope (Leica, DM750) equipped with a Leica camera ICC50 and the LAS EZ Software. For TEM analysis, ultrathin sections were mounted on copper grids and examined in a Tecnai G^2^ Biotwin Electron Microscope (FEI Company, Eindhoven, the Netherlands) using an accelerating voltage of 100 kV and equiped with a CCD camera Megaview III (Olympus Soft imaging Solutions GmbH, Münster, Germany). For each replicate, at least 20 micrographs of local detailed structures were taken, analysed and compared for each condition.

### Quantitative RT-PCR

Reverse transcription was performed from 50–100 ng of total RNA obtained from two different pool of F1 96 hpf larvae and controls (biological duplicates), with SuperScript III (Invitrogen) and oligo(dT) primers in final volume of 20 μl following instructions from the manufacturer. Quantitative PCR (qPCR) was performed on *egr1*. Probes specific for *egr1* were designed using the Primer3 website [30]. Target primer sequences were forward 5’-TCACCTTGCTGGAGATACGC-3’, reverse 5’-CACTCACCAGGCTGAACAGA-3’. Similarly to previous studies *β-actin* was found to be the most consistent and least variable control for this analysis [31]. The primer sequence for *β-actin* was the same as used in a previous study [32] forward 5’-CTAAAAACTGGAACGGTGAAGG-3’ and reverse 5’-AGGCAAATAAGTTTCGGAACAA-3’. qPCR was performed on a Mx3000P Real-Time PCR Detection System (Stratagene, Agilent) using the Brillant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent), forward and reverse primers diluted at 0.25 μM (final concentration), and ROX-dye diluted to 30 nM in a final volume of 20 μl. The cycling parameters included 1 cycle of pre-incubation at 95°C for 5 minutes, then 45 cycles of amplification at 95°C for 15 s, 60°C for 20s and 72°C for 40 s and a final step for melting curve analysis at 95°C for 1 minute, 55°C for 30 s and 95°C for 30 s. Experimental samples were run in duplicates (technical replicates) and gene expression was normalized to *β-actin* using the ΔΔCt method.

## Results

### Molecular effects on adult tissues after chronic DU-exposure

We performed a global analysis of the transcriptomic changes induced by DU by mRNAseq on adult brain and adult gonads (testis and ovaries), as well as on the F1 progeny of exposed adult zebrafish. 

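Messenger RNA was sequenced from brain, testis and ovary of adult zebrafish kept for 10 days in water with depleted uranium (DU) or in clean water, and from their progeny at the two-cell stage and at 96 hpf. The paper gives a nominal DU concentration of 20 µg/L and a measured one of 16.5 µg/L. Each two-cell library came from a pool of 50 embryos and each larval library from a pool of 3 larvae, laid after 6 days of exposure of the parents. Here, 35 libraries were analysed, with 3 control and 3 DU libraries each of female brain, male brain, testis, two-cell embryos and 96 hpf larvae, and 3 control and 2 DU libraries of ovary. The authors mapped the paired reads with RNA-STAR to the zebrafish genome with the Ensembl release 85 annotation and deposited read counts per Ensembl gene ID. Total counts per library ranged from 15749780 to 54858498, with a median of 34149850. The counts were normalized here by TMM, and those of single genes are given as CPM (counts scaled by library size), as mean ± SD over libraries. CPM added up over several genes were scaled by library totals alone, without TMM. DU was compared with control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is the test behind every adjusted p of a gene unless another tool is named. Genes were counted at the paper's thresholds, an adjusted p (FDR) under 0.01 and a log2 fold change beyond 1 in either direction. A single gene, or a member of a gene list, was called at an adjusted p under 0.05.

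Fold changes are log2 of DU over control, with their standard error (SE). Lists of genes by function, complex or cell type were written down before the data were examined. Each list was compared with all other genes by camera with a preset correlation between genes of 0.01, and again with a correlation estimated from the libraries, and the adjusted p of a list is camera's. A symbol in capitals is that of the human gene to which the zebrafish gene was matched in the table of names. Paralogs whose sequences are close, such as the 2 genes listed as tnc, can share reads, so that their separate values are uncertain. The number of fish behind each adult library was not found in the paper's text, and p-values measure the spread between these libraries.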

The mRNAseq analyses were performed in three biological replicates that generated a total of 3 billions of high quality paired end reads (Q>30) (S1 Table, S1 Fig). 

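By their normalized log counts, 33 of the 35 libraries were nearest to a library of the same tissue or stage, and 24 of 35 to a library of the same tissue or stage and the same treatment. Two-cell embryos were the samples in which treatment parted the libraries furthest. Pearson's r across genes was 0.983 to 0.993 between two-cell libraries of the same group and 0.945 to 0.963 between control and DU. In ovary these ranges overlapped, with 0.923 to 0.966 within a group and 0.914 to 0.970 between groups, and in female brain they were 0.936 to 0.979 and 0.931 to 0.977. The first principal component took 87.2% of the variance in two-cell embryos, where it separated control from DU, and 46.4% in female brain, where control replicates 2 and 5 stood on one side and the other 4 libraries on the other. The reads listed per sample in S1 Table for these libraries add up to 3057940026. No pair of replicates within a group held identical counts.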

To get insights into the effects of DU on adult tissue homeostasis, we performed a differential gene expression analysis. 

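Total counts per library were 26735728 to 40412930 (median 38468399) in the 3 female brain controls and 25746780 to 31950083 (median 27739354) in the 3 DU female brains. Male brain had 15749780 to 47442535 (median 35594086) in controls and 38252012 to 42102462 (median 40003201) in DU. Testis had 34149850 to 48432790 (median 35444773) in controls and 27287737 to 32735152 (median 27380630) in DU, and ovary 22791850 to 44280841 (median 31912022) in 3 controls and 31773306 and 36340988 in 2 DU libraries. By the paper's S1 Table, mean read quality was 35.66 to 35.68 in control testis and 35.83 to 35.92 in DU testis, and 35.62 to 35.72 in control ovary and 35.86 to 35.87 in DU ovary, so that read quality and treatment go together in the gonads. The same holds in female brain by a smaller gap, with 35.7 to 35.71 in control and 35.62 to 35.69 in DU.

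The paper states that samples were removed for high variability (S1 Fig) and that 22 were kept. To find them, DESeq2 with its fold change prior was run on each choice of at least 2 control and 2 DU libraries, and its fold changes were set beside those in S3 and S9 Tables. For the brain, control replicates 2 and 5 with DU replicates 4 and 5 of the females matched the listed fold changes with a median difference of 0.00155 (log2) over 126 genes. For testis, control and DU replicates 3 and 5 matched over the same 126 genes. The other matches rest on few genes of S9 Table and are less certain, namely 3 genes for ovary (control replicates 1 and 2 with DU replicates 1 and 4) and 5 for larvae (control and DU replicates 2 and 3). For two-cell embryos there was 1 gene, which hardly parts all 6 libraries (a difference of 0.00408) from the 5 without control replicate 2 (0.00499), and all 6 were used here. The libraries found in this way are called the paper's libraries below, though the samples kept, which by its legend S1 Fig shows with their replicate numbers, could not be checked because that figure was not at hand. Outside them are female brain control replicate 3 and DU replicate 2, testis control replicate 1 and DU replicate 1, ovary control replicate 5, larval control replicate 1 and DU replicate 1, and all 6 of male brain.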

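Over the paper's libraries of female brain, genes of epithelial junctions were lower in DU. The claudin gene cldnb, a part of epithelial tight junctions, had a log2 fold change of -9.93 (adjusted p = 0.00469). The desmosomal cadherin dsg2.1 had a log2 fold change of -5.37 (adjusted p = 0.0119), and periplakin (ppl), which ties the cornified envelope to keratin filaments, -6.48 (adjusted p = 0.0119). TP63, a transcription factor of the epidermis, had -4.02 (adjusted p = 0.0120). At the paper's thresholds edgeR called 8 genes lower and 0 higher over these 4 libraries, with 4490 genes at an unadjusted p under 0.05, and at an adjusted p under 0.05 with no minimum fold change it called 387 lower and 16 higher. DESeq2 with its fold change prior called 1027 genes lower and 46 higher over the same libraries.

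Over all 6 female brain libraries, edgeR called 0 of 20431 genes higher and 0 lower, with 1661 genes at an unadjusted p under 0.05. At an adjusted p under 0.05 with no minimum fold change it called 0 as well, but 5 higher and 378 lower when control replicate 3 was left out. DESeq2 called 220 genes lower and 12 higher there, and 34 lower and 3 higher with its fold change prior. The fold changes of cldnb, dsg2.1, ppl and TP63 over the 6 libraries were -6.34, -4.04, -5.05 and -3.17, and none of the 4 passed the test (adjusted p = 0.587 each).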

In the brain, we detected 1072 genes significantly mis-regulated following DU-exposure (log2 fold change > ±1 and FDR < 0.01). 

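Keratin genes of the skin had the same direction. krt5 was at 4036 ± 4419 CPM (SD, n = 3) in control female brain and at 59.3 ± 74.0 CPM (SD, n = 3) in DU, a log2 fold change of -6.09 (SE 1.53, adjusted p = 0.587) over all libraries and of -8.45 (adjusted p = 0.0399) over the paper's. Of 31 keratinocyte genes measured in the paper's libraries, 23 were lower in DU, 0 were higher and 8 did not pass the test (28 lower when adjusted over the list alone). Their counts added up to 18770, 1115 and 8500 CPM in control replicates 2, 3 and 5 and to 1053, 299.4 and 197 CPM in DU replicates 2, 4 and 5. Mucin and other mucous cell genes added up to 177.9, 2.43 and 109.9 CPM in the same controls and to 2.67, 1.03 and 1.20 CPM in DU. Control replicate 3 and DU replicate 2, which are not among the paper's libraries, thus differ little in these sums. Gene by gene, DU replicate 2 lay over 2-fold above control replicate 3 for 10 of 29 keratinocyte genes. In male brain, keratinocyte genes were at 149.5, 153.7 and 472.1 CPM in 3 controls and at 154.2, 434.2 and 197.4 CPM in 3 DU libraries.

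In male brain edgeR called 0 of 20311 genes in either direction (589 at an unadjusted p under 0.05), and DESeq2 called 2 higher and 3 lower. The difference of the DU effect between female and male brain passed for 0 of 21545 genes with edgeR (1647 at an unadjusted p under 0.05) and for 43 with DESeq2. Over both sexes together edgeR called 0 genes and DESeq2 4 higher and 5 lower.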

Most of the genes (*n* = 1026) were down-regulated as compared to controls, while only 46 genes were up-regulated (Fig 1A). 

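Phototransduction genes, which act in photoreceptors of the retina and the pineal gland, were lower as a group in DU female brain. Over the paper's libraries, 11 of 40 measured members fell, 0 rose and 29 did not pass the test (25 lower and 1 higher when adjusted over the list alone). The arrestin saga had a log2 fold change of -4.96 (adjusted p = 0.0221) and the cone phosphodiesterase subunit pde6h one of -4.46 (adjusted p = 0.0120). The list was lower than other genes (adjusted p = 4.60e-12, and adjusted p = 0.436 with an estimated correlation). Over all 6 libraries, 0 of 32 members passed the test, with a median log2 fold change of -2.32 (adjusted p = 2.64e-06, and adjusted p = 0.616 with an estimated correlation). Their counts added up to 719.7, 566.4 and 821.8 CPM in control replicates 2, 3 and 5 and to 461.4, 530.0 and 543.9 CPM in DU replicates 2, 4 and 5. In control replicates 2 and 3, gnb1b alone was at 273.2 and 326.9 CPM and gnb1a at 128.6 and 173.6 CPM, so that the sums say little about the other members. Lens crystallins, another group of eye genes, showed no shift over all libraries (11 genes, 0 passed, adjusted p = 0.738).

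Adhesion genes were lower over the paper's libraries. Of 15 genes of the desmosome and cornified envelope 7 fell and 8 did not pass (12 lower when adjusted over the list alone, adjusted p = 4.30e-08 for the list, and 0.436 with an estimated correlation), and of 36 tight junction genes 10 fell and 26 did not pass (19 lower and 2 higher when adjusted over the list alone). Of 32 integrins 4 fell, among them itga6b at -2.54 (adjusted p = 0.0120) and ITGB4 at -2.60 (adjusted p = 0.0310), which pair in the hemidesmosomes of skin, and 28 did not pass (5 lower when adjusted over the list alone). Over all 6 libraries 0 members of these lists passed, with 11 desmosome genes lower when adjusted over the list alone, and with an estimated correlation the adjusted p of the 3 lists was 0.616 to 0.720.

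Higher as groups over all 6 libraries were chaperones (46 genes, adjusted p = 6.20e-08) and pituitary hormones (10 genes, adjusted p = 2.10e-06), both with an adjusted p = 0.616 with an estimated correlation. The cytosolic chaperone HSP90AA1 was at 227.6 ± 26.6 CPM (SD, n = 3) in control and 545.6 ± 31.2 CPM (SD, n = 3) in DU, a log2 fold change of 1.26 (SE 0.13) with an adjusted p = 0.587 over all libraries and 0.0478 over the paper's. The pituitary hormone genes added up to 24.5, 93.9 and 21.9 CPM in control and to 2851, 675.4 and 140.5 CPM in DU replicates 2, 4 and 5. Leucocyte markers had 0 of 20 members past the test, with an adjusted p = 0.990 for the list.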

The analysis of the signalling pathways based on Gene Ontology (GO) enrichment indicated that the down-regulated genes were mainly involved in visual perception, cell adhesion, and response to radiation, while the up-regulated genes were involved in inflammation, response to chemical and apoptosis (Fig 2 and S2 Table). In the testis, the chronic exposure to DU triggered the up-regulation of 132 genes and the down-regulation of 295 genes (Fig 1B). 

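In testis no gene passed the paper's thresholds with edgeR, over the paper's 4 libraries (3826 genes at an unadjusted p under 0.05) or over all 6 (0 of 22442 genes, 3095 at an unadjusted p under 0.05). DESeq2 with its fold change prior called 132 genes higher and 295 lower over the paper's libraries. Over all 6, DESeq2 called 99 higher and 127 lower, and 64 and 81 with the prior. At an adjusted p under 0.05 with no minimum fold change, edgeR called 13 genes higher and 10 lower over all 6 libraries. With 1 library left out these 23 genes became 0 (without DU replicate 3 or 5) to 39 (without control replicate 1), and they became 1 with the replicate number as a block and 4 with library totals alone. Among them, ITGA6, an integrin subunit, was at 2.54 ± 0.14 CPM (SD, n = 3) in control and 13.2 ± 3.6 CPM (SD, n = 3) in DU, a log2 fold change of 2.37 (SE 0.24, adjusted p = 0.0440). JUNB|ENSDARG00000104773, a match of the transcription factor JUNB, was at 3.29 ± 0.25 CPM in control and 0.0938 ± 0.0738 CPM in DU, -5.09 (SE 0.53, adjusted p = 0.0440). Over the paper's libraries these 2 had an adjusted p of 0.109 and 0.0930. Over all the alternatives run with edgeR and DESeq2 it ran from 2.0e-15 to 0.232 and from 1.6e-16 to 0.307.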

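Genes of the centromere and kinetochore stood slightly higher as a group in DU testis. The median log2 fold change of 30 members was 0.31 over the paper's libraries, 0 passed the test singly and 4 were higher when adjusted over the list alone (adjusted p = 6.28e-05 for the list, and adjusted p = 0.682 with an estimated correlation). Over all 6 libraries the median was 0.24 and 0 passed (adjusted p = 1.85e-04, and adjusted p = 0.736 with an estimated correlation). oip5, which loads the centromeric histone CENP-A, was at 68.5 ± 8.0 CPM (SD, n = 3) in control and 149.2 ± 47.7 CPM (SD, n = 3) in DU, a log2 fold change of 1.12 (SE 0.25, adjusted p = 0.205). Genes of the cell cycle (31 genes, median 0.19, adjusted p = 2.21e-04) and of male germ cells (31 genes, median 0.27, adjusted p = 1.85e-04) were higher together with them over all 6 libraries, both at an adjusted p = 0.736 with an estimated correlation. TEKT4 of the sperm flagellum had 0.63 (SE 0.12, adjusted p = 0.168), and male germ cell genes added up to 11840, 10080 and 11930 CPM in controls and to 12840, 12610 and 12780 CPM in DU. Of 22 genes of testis somatic cells 0 passed, with a median of -0.38 over all 6 libraries (adjusted p = 0.0744, or -0.54 to -0.13 with 1 library left out) and -0.02 over the paper's. They added up to 14200, 4684 and 6355 CPM in controls and to 5163, 7811 and 6547 CPM in DU, and amh, the hormone of Sertoli cells, was at 551.0 ± 295.2 CPM (SD, n = 3) in control and 236.2 ± 81.3 CPM (SD, n = 3) in DU (-1.22, SE 0.41, adjusted p = 0.318).

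For the response to cadmium, 15 genes of the metal response were measured and 0 passed the test over either set of libraries. The list had an adjusted p = 0.0477 over the paper's libraries (0.677 with an estimated correlation) and 0.175 over all 6. The zinc exporter SLC30A1|ENSDARG00000053896 had a log2 fold change of 0.60 (SE 0.17, adjusted p = 0.268) and hsp70.1 one of 0.97 (SE 0.29, adjusted p = 0.280).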

The genetic pathways involved in cadmium response and centromere assembly were significantly enriched in the set of up-regulated genes. 

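Genes of lipid transport, and integrins, were lower as groups in DU testis, though with edgeR no member passed as lower singly and 1 integrin rose. In the paper's libraries of testis, 27 genes of lipoproteins and cholesterol transport had a median log2 fold change of -1.15 with 0 past the test (adjusted p = 0.00346, and 0.682 with an estimated correlation), and over all 6 libraries -1.01 with 0 past it (1 lower when adjusted over the list alone, adjusted p = 5.71e-04, and 0.736 with an estimated correlation). That median rests on 1 library, since it was -0.12 without control replicate 5 and -1.13 to -0.93 without any of the others. apoeb, the apolipoprotein E of lipid particles, was at 1552 ± 426 CPM (SD, n = 3) in control and 584.5 ± 122.4 CPM (SD, n = 3) in DU, -1.41 (SE 0.24, adjusted p = 0.157). With DESeq2 over all 6 libraries its adjusted p was 1.59e-06. CPT1B, which brings fatty acids into mitochondria, had -1.77 (SE 0.35, adjusted p = 0.176, or 1.41e-04 with DESeq2). Of 31 genes of fatty acid oxidation 0 passed with edgeR (adjusted p = 0.0239 for the list over all 6 libraries, or 0.736 with an estimated correlation, and 0.281 over the paper's).

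Of 33 integrins, 1 rose over all 6 libraries (ITGA6, given above), 0 fell and 32 did not pass, with a median of -0.46 (1 higher and 4 lower when adjusted over the list alone, adjusted p = 0.00617, and 0.736 with an estimated correlation), or -0.54 to -0.31 with 1 library left out. Regeneration genes, a list taken from the paper's own naming for these tissues and so not independent evidence, had 1 of 16 members lower and 15 not past the test (5 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0443, and 0.736 with an estimated correlation). Fibronectin, FN1|ENSDARG00000006526, was at 393.6 ± 72.0 CPM (SD, n = 3) in control and 223.3 ± 33.2 CPM (SD, n = 3) in DU, -0.82 (SE 0.18, adjusted p = 0.200).

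Keratinocyte, digestive enzyme and liver genes differed widely between libraries of the same group. Exocrine pancreas genes added up to 457.6, 78120 and 4985 CPM in control replicates 1, 3 and 5 and to 1828, 346.1 and 1564 CPM in DU replicates 1, 3 and 5, keratinocyte genes to 1310, 5006 and 2784 CPM and to 1787, 955.8 and 1229 CPM, and liver genes to 3265, 1742 and 5320 CPM and to 1031, 928.5 and 1822 CPM. With 1 library left out the median log2 fold change ran from -5.04 to -0.79 (without control replicate 3) for exocrine pancreas, from -2.89 to 0.12 (without control replicate 5) for liver and from -1.44 to -0.50 for keratinocyte genes. Every list call in testis was lost with an estimated correlation (adjusted p = 0.736 over all 6 libraries).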

Signalling pathways involved in regeneration, lipid metabolism and cell adhesion, were significantly enriched in the group of down-regulated genes (Fig 2, S2 Table). 

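In ovary no gene passed with edgeR, over the paper's 4 libraries (4108 genes at an unadjusted p under 0.05) or over all 5 (0 of 18808 genes, 756 at an unadjusted p under 0.05). DESeq2 with its fold change prior called 302 genes higher and 169 lower over the paper's libraries. Over all 5 libraries it called 67 higher and 32 lower with the prior and 63 and 41 without. Among the larger differences, actc1b, a muscle actin, was at 2.69 ± 0.71 CPM (SD, n = 3) in control and 35.1 ± 10.22 CPM (SD, n = 2) in DU, a log2 fold change of 3.71 (SE 0.48, adjusted p = 0.602). The complement gene c3a.1, made mainly in the liver, had 5.25 (SE 1.31, adjusted p = 0.805), with 28.58 and 501.6 CPM in DU replicates 1 and 4. Over the alternatives run its fold change went from 2.05 to 6.56. With DESeq2 over all 5 libraries actc1b and c3a.1 had an adjusted p of 3.16e-08 and 9.50e-04. Skeletal muscle genes as a group were higher (24 genes, median 2.06, 9 higher when adjusted over the list alone, adjusted p = 4.70e-12, and adjusted p = 0.702 with an estimated correlation), as were liver genes (40 genes, median 1.26, adjusted p = 4.70e-12, and adjusted p = 0.702 with an estimated correlation), and with 1 library left out the medians ran from 1.59 to 2.80 and from 0.76 to 5.01. Liver genes added up to 274, 6660 and 622.6 CPM in control replicates 1, 2 and 5 and to 6977 and 8341 CPM in DU.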

In the ovaries, we detected the up-regulation of 302 genes and the down-regulation of 169 genes (Fig 1C). We noted that the control samples had a higher variability (S1 Fig) which limits this analysis to the most significant differential gene expression between the exposed and the control groups. 

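Ribosomal protein genes show the spread of the ovary controls. Their summed counts were 118800, 86700 and 47910 CPM in control replicates 1, 2 and 5 and 47540 and 63510 CPM in DU replicates 1 and 4. RPL11 was at 5104 ± 5474 CPM (SD, n = 3) in control and 1087 ± 335 CPM (SD, n = 2) in DU. TMM factors ran from 0.638 to 1.18 in the controls and from 1.15 to 1.18 in DU. Genes of complex I of the respiratory chain spread likewise, at 10630, 6256 and 5367 CPM in control and 5250 and 5684 CPM in DU. On simulated counts with the spread of these ovary libraries, edgeR recovered 0 genes changed 2-fold, 0 changed 4-fold and 0 changed 8-fold, so that a count of 0 here does not bound changes of that size. DESeq2 recovered 15 of 67 changed 4-fold and 44 of 66 changed 8-fold, and called 30 unchanged genes. A simulated list of 30 genes shifted by 1 on the log2 scale had an adjusted p = 0.403 with an estimated correlation. The loss of a list call that way in ovary therefore does not show that the list is unchanged.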

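Adhesion genes were higher as groups in the DU libraries of ovary than in control replicates 1 and 2, while control replicate 5 lay within or near the range of DU. In control replicates 1, 2 and 5 integrins added up to 55.28, 103.4 and 269.7 CPM and in DU to 181.6 and 246 CPM. Protocadherins, clustered and non-clustered, added up to 15.48, 16.33 and 38.96 CPM in these controls and to 35.58 and 33.05 CPM in DU. Classic and desmosomal cadherins added up to 43.31, 73.15 and 136.2 CPM and to 136.3 and 168.3 CPM. Leucocyte markers, whose cells carry integrins, spread as well, at 135.9, 283.4 and 535.7 CPM and at 283.6 and 1040 CPM. In the paper's libraries as identified above, 16 classic and desmosomal cadherins had a median log2 fold change of 0.58 (3 higher when adjusted over the list alone, adjusted p = 0.0446). There 12 protocadherins had 0.89 (adjusted p = 0.0446) and 32 integrins 1.10 (adjusted p = 0.00233). In all 3 lists 0 members passed the test over all genes, with an adjusted p = 0.782 with an estimated correlation. Over all 5 libraries the medians were 0.32, 0.48 and 0.43, and only the integrins kept a call (adjusted p = 0.0195, and adjusted p = 0.702 with an estimated correlation), while with 1 library left out the medians ran from 0.18 to 0.58, from 0.22 to 0.89 and from 0.20 to 1.10. The median of all genes itself moved by 0.059 under TMM and by 0.35 under library totals, and relative to it the 3 medians were 0.26, 0.42 and 0.37 under TMM and 0.26, 0.33 and 0.27 under totals. CDH17, a cadherin of gut epithelium, was at 0.361 ± 0.015 CPM (SD, n = 3) in control and 4.58 ± 2.85 CPM (SD, n = 2) in DU, 3.65 (SE 0.67, adjusted p = 0.805). CDH2, the neural cadherin, had 1.52 (SE 0.72, adjusted p = 0.805). With DESeq2 over all 5 libraries the adjusted p was 1.66e-04 for CDH17 and 0.658 for CDH2.

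Of 40 maternal and oocyte genes, such as zona pellucida proteins and the germ plasm, 0 passed over either set of libraries (adjusted p = 0.154 over all 5), and of 13 regeneration genes named by the paper for brain and testis, 0 passed (adjusted p = 0.139). Over either set of ovary libraries edgeR called 0 genes of any kind at an adjusted p under 0.05. A count of 0 members past the test was therefore fixed for every ovary list and says nothing about its genes. The Tudor protein gene tdrd5 of germ cells was at 34.8 ± 31.5 CPM (SD, n = 3) in control and 82.4 ± 2.6 CPM (SD, n = 2) in DU, 1.24 (SE 0.70, adjusted p = 0.805). With DESeq2 its adjusted p was 0.763 over all 5 libraries. Over the paper's libraries DESeq2 with its prior gave 2.07 (adjusted p = 9.14e-04).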

The GO-term analysis showed that up-regulated genes were involved in cell adhesion, regeneration, oocyte production and in several regulatory pathways involved in organ development, including the nervous system development (S2 Table). 

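Genes of androgen and steroid synthesis stood lower in DU ovary. HSD17B3, which makes testosterone from androstenedione, was at 14.3 ± 10.17 CPM (SD, n = 3) in control and 1.79 ± 0.22 CPM (SD, n = 2) in DU, a log2 fold change of -2.99 (SE 0.78, adjusted p = 0.805). CYP11A1|ENSDARG00000002347, which starts steroid synthesis from cholesterol, was at 528.2 ± 246.8 CPM and 247.6 ± 25.7 CPM, -1.09 (SE 0.51), and hsd3b2 at 147.2 ± 41.7 CPM and 86.3 ± 11.8 CPM, -0.77 (SE 0.40), both at an adjusted p = 0.805. With DESeq2 over all 5 libraries the adjusted p was 0.00888 for HSD17B3, 0.678 for CYP11A1|ENSDARG00000002347 and 0.766 for hsd3b2. With the paper's libraries, 0 of the 14 members passed (1 lower when adjusted over the list alone) and the list had an adjusted p = 0.0967. Over all 5 libraries the median was -0.59, or -0.64 relative to all genes under both TMM and totals, with an adjusted p = 0.0168 and an adjusted p = 0.702 with an estimated correlation. It ran from -0.73 to -0.25 (without DU replicate 4) with 1 library left out. Markers of ovarian follicle cells, which make steroids, added up to 729.7, 762.8 and 822.9 CPM in control and to 612 and 525.3 CPM in DU, with a median of -0.36 that was not called (25 genes, adjusted p = 0.226) and ran from -0.62 to 0.18 with 1 library left out.

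Genes of 2 mitochondrial complexes were lower with them. Mitochondrially encoded genes lay within the range of the controls, at 18140, 6815 and 9042 CPM in control replicates 1, 2 and 5 and 8345 and 10050 CPM in DU. Complex I of the respiratory chain had a median of -0.89 over 47 genes (adjusted p = 4.10e-06) and ATP synthase one of -0.76 over 22 genes (adjusted p = 0.00267), or -0.72 and -0.60 relative to all genes under library totals, and both had an adjusted p = 0.702 with an estimated correlation. Without control replicate 1 the medians were -0.24 and -0.28, and without 1 of the others -1.22 to -0.80 and -1.04 to -0.67. These lists went together with the ribosomal proteins (85 genes, median -0.96, adjusted p = 4.70e-12, and 0.702 with an estimated correlation, or -1.32 to -0.40 with 1 library left out), whose levels differed between the controls.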

The down-regulated genes were mainly involved in androgen biosynthetic process and mitophagy.

**Fig 1:**
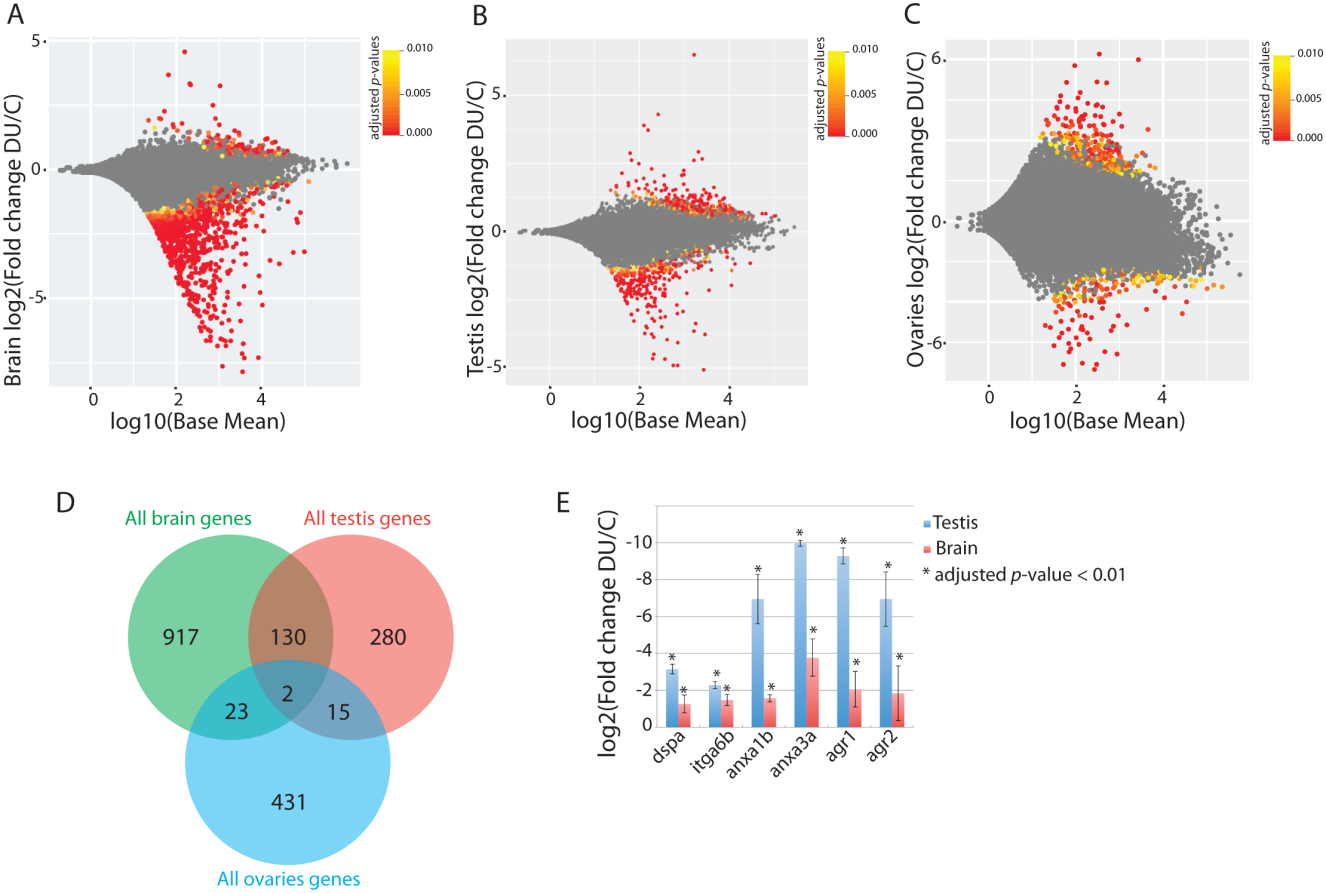
Differential gene expression analysis in the adult tissues following a 10 days chronic exposure to DU. (A-C) MA-plot for the differential analysis in the adult brain (A), testis (B) and ovaries (C). Expression for each gene is shown on the x-axis as the log10 of the mean normalized expression, and the log2 of the fold change on y-axis. Significant adjusted *p*-values (FDR) < = 0.01 are highlighted in yellow to red, and non-significant changes in grey. (D) Venn diagram of genes mis-regulated in the brain, testis and ovaries. All genes significantly regulated (up- or down- regulated) were used to compare the three tissues. (E) Fold change of genes involved in regeneration and cell adhesion in DU exposed brain and testis compared to controls (all adjusted *p*-values (FDR) < 0.01; error-bars represent the standard deviation to the mean).

**Fig 2:**
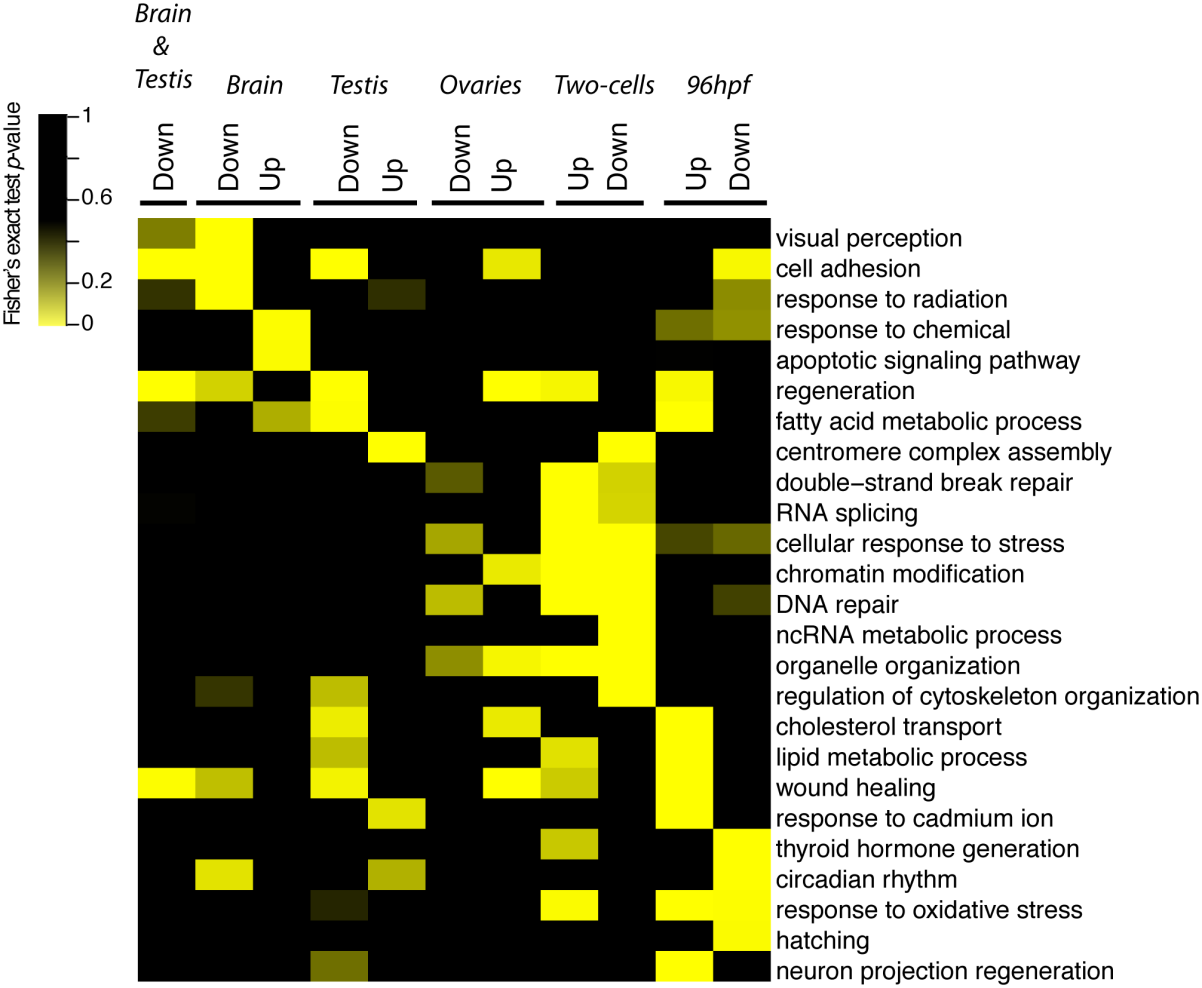
Heatmap of GO terms enriched in DU-exposed adult’s tissues and their progeny. The *p*-values from Fisher’s exact-test are indicated, as well as the associated GO terms. The datasets of up- and down-regulated genes used for the pathways analysis are indicated on the top of the heatmap (relative to fold change as DU exposed/control). The set of genes down-regulated in both adult brain and testis is also indicated. Yellow: Fisher’s exact test *p*-values < 0.01; black: non-significant enrichment.

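dspa, which codes for desmoplakin, an anchor of keratin filaments at desmosomes, had a log2 fold change of -3.47 (adjusted p = 0.0142) in female brain, -1.38 (adjusted p = 0.209) in testis and 2.56 (adjusted p = 0.197) in ovary over the paper's libraries. Over all libraries these were -2.70 (SE 0.77, adjusted p = 0.587), -0.58 (SE 0.46, adjusted p = 0.595) and 1.13 (SE 0.91, adjusted p = 0.805). si:dkey-193p11.2 was lower in each, at -9.35 (adjusted p = 0.0222), -6.34 (adjusted p = 0.0719) and -2.12 (adjusted p = 0.197) over the paper's libraries and at -7.16 (SE 1.84), -6.0 (SE 1.99) and -1.65 (SE 0.91) over all, where none passed the test. With DESeq2 and its fold change prior over the paper's libraries, 2 genes were called in all 3 tissues, dspa and si:dkey-193p11.2. Over all libraries edgeR, DESeq2 and DESeq2 with the prior each called 0 genes in all 3 tissues.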

The comparison of all regulated genes (up or down-regulated) in all three adult tissues (brain, testis and ovaries) highlighted only two genes regulated in common: *desmoplakin a* (*dspa*), involved in cell adhesion and the gene *si*:*dkey-193p11*.*2* of unknown function (Fig 1D). A significant overlap was observed between the brain and the testis (132 genes, *p* < 10^−29^, Fig 1D). 

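DESeq2 with its fold change prior, over the paper's libraries, called 132 genes in both female brain and testis, where independent sets would share 17.8 (hypergeometric p = 7.84e-80). Of these, 125 were lower in both, 1 was higher in both and 6 went opposite ways. Over all libraries edgeR called 0 genes in either tissue, so that no overlap could be formed, and DESeq2 shared 7 genes with 1.86 by chance (adjusted p = 0.0135 over 10 pairs, 5 lower in both), and 1 gene with its prior. Genes are not independent of each other, and a group of genes that vary together raises such an overlap.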

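zgc:153426 was at 262.1 ± 115.3 CPM (SD, n = 3) in control female brain and at 807.2 ± 253.8 CPM (SD, n = 3) in DU, a log2 fold change of 1.62 (SE 0.43, adjusted p = 0.587). In testis it was at 0.952 ± 1.069 and 2.89 ± 0.67 CPM, 1.58 (SE 0.79, adjusted p = 0.420). All 3 DU libraries lay above all 3 controls in both tissues. Within 1 tissue, chance gives groups that do not overlap, in either direction, for 10% of genes. Over the paper's libraries zgc:153426 had 1.10 (adjusted p = 0.146) in brain and 3.23 (adjusted p = 0.147) in testis. Of the 126 genes in S3 Table, a set chosen on these samples and so not independent evidence of its direction, 125 were lower in both tissues over the paper's libraries. Over all libraries 109 of the 111 measured in female brain and 111 of the 115 measured in testis had a fold change below 0, with medians of -4.49 and -1.81, and 0 passed the test. In male brain, 27 of the 76 measured were below 0, with a median of 0.23.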

Only one gene (*zgc*:*153426*) was up-regulated both in the exposed brain and the testis, while 125 genes were down-regulated in both tissues (corresponding to 10.5% of the total number of genes detected in both tissues, *n* = 1196) (S2 Fig). Pathways enrichment analysis showed that these down-regulated genes were involved in cell adhesion (*dspa*, *integrins*, *anexins*) and regeneration (*agr1*, *agr2*) (Figs 1D, 1E and 2, S2 and S3 Tables). These data show that DU has tissue specific effects on brain, ovaries and testis, but also more general effects on adult tissues including cell adhesion and tissue regeneration.

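Over the paper's libraries, agr1 and agr2, secreted factors of mucous and glandular cells with a part in fin and limb regrowth, had log2 fold changes of -8.81 (adjusted p = 0.0344) and -7.91 (adjusted p = 0.0164) in female brain and of -2.03 (adjusted p = 0.192) and -2.01 (adjusted p = 0.226) in testis. The annexin genes anxa1b and anxa3a, which code for proteins that bind membranes in the presence of calcium, had -8.09 (adjusted p = 0.0222) and -10.16 (adjusted p = 0.0177) in brain and -1.64 (adjusted p = 0.142) and -3.87 (adjusted p = 0.127) in testis. itga6b had -2.54 (adjusted p = 0.0120) in brain and -1.53 (adjusted p = 0.125) in testis. Of 17 annexins, 5 fell in brain over the paper's libraries and 12 did not pass (9 lower when adjusted over the list alone), and in testis 0 passed (6 lower and 1 higher when adjusted over the list alone).

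Over all libraries, agr1 was at 32.2 ± 35.0 CPM (SD, n = 3) in control female brain and 0.257 ± 0.279 CPM (SD, n = 3) in DU, and anxa1b at 77.1 ± 77.5 and 0.957 ± 0.925 CPM, and neither passed the test (adjusted p = 0.587). In testis agr1 was at 8.44 ± 4.6 and 4.19 ± 2.78 CPM and anxa1b at 16.7 ± 11.17 and 6.64 ± 1.22 CPM. There agr2 was at 15.43 ± 13.95 and 11.37 ± 10.6 CPM (-0.44, SE 0.90, adjusted p = 0.853). Its fold change in testis ran from -2.01 to 0.56 over the alternatives run. The 125 genes lower in both tissues by S3 Table added up to 21740, 1582 and 10340 CPM in brain control replicates 2, 3 and 5 and to 1162, 474.6 and 427.5 CPM in DU replicates 2, 4 and 5. In testis they added up to 590.4, 3877 and 3295 CPM in control replicates 1, 3 and 5 and to 1149, 405.1 and 500 CPM in DU replicates 1, 3 and 5. Of the libraries outside the paper's, DU lay below control in brain (1162 and 1582 CPM) and above it in testis (1149 and 590.4 CPM). The keratinocyte genes, 12 of which are in S3 Table, followed the same order of libraries in brain.

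**Figure D1:**
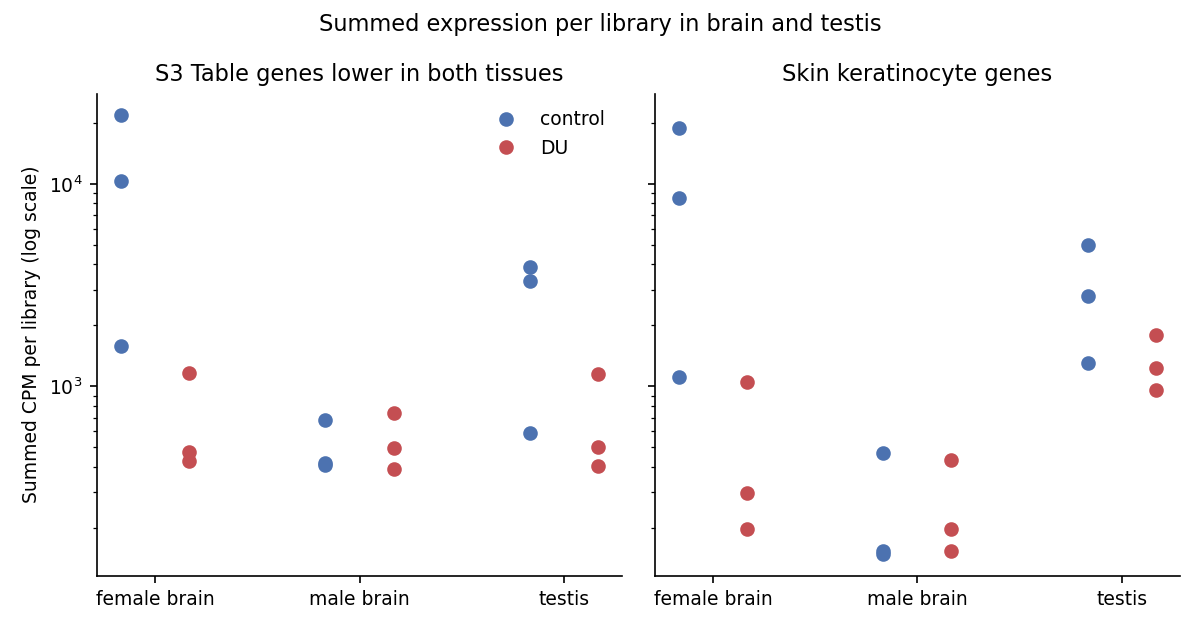
Summed CPM, on a log axis, of the genes lower in both tissues by S3 Table and of the keratinocyte genes, with a point for each library of female brain, male brain and testis. Female brain control replicates 2 and 5, at 21740 and 10340 CPM of the S3 Table genes, stand apart from control replicate 3, at 1582 CPM.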

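Of the lists tested over all libraries, 25 of 56 were called in female brain (10 up, 15 down), 15 of 56 in testis (5 up, 10 down) and 23 of 56 in ovary (12 up, 11 down). With an estimated correlation 0 were called in each (lowest adjusted p = 0.616, 0.736 and 0.702). In simulated ovary counts, a list of 30 genes shifted by 1 on the log2 scale was not called that way either (adjusted p = 0.403). Such a list was called in simulated female brain and testis (adjusted p = 0.0111 and 0.0126). The simulated genes were drawn independently of each other, so that this does not show whether a list of genes that vary together would be called. Whether a list moved differently between the tissues was not tested. Skin keratinocyte genes were down in brain (29 genes, median -4.12, adjusted p = 1.17e-13, and 0.616 with an estimated correlation) and in testis (33 genes, median -1.01, adjusted p = 0.0422, and 0.736 with an estimated correlation). Leaving out single libraries moved the number of lists called in testis from 7, without DU replicate 3, to 24, without DU replicate 1. From the genes called in each tissue and the set shared by brain and testis, the paper concludes that DU has tissue-specific effects and more general ones on adhesion and regeneration.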

### Transgenerational effects of DU-exposure

To get insights on the potential molecular impact of DU parental exposure, we first analysed the transcriptome of the two-cells stage embryos, before the maternal-zygotic transition occurs near 6hpf (shield-stage)[33]. 

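Total counts per library were 26926249 to 54858498 (median 35932877) in the 3 control pools of two-cell embryos and 39897670 to 48903362 (median 48775683) in the 3 DU pools. The mRNA of this stage is that laid down in the egg by the mother. The scaling of the libraries carries much of what can be said here. TMM factors were 1.14 to 1.37 in the controls and 0.702 to 0.840 in DU, and the median log2 fold change of all 14482 genes tested was -0.20 under TMM, -0.04 under DESeq2's size factors and -0.91 with library totals alone. Fold changes of groups are therefore also given relative to that median. Counts carry no measure of the RNA per embryo, so that changes are relative to the other genes. By the paper's S1 Table, mean read quality was 38.57 to 38.62 in the controls and 38.15 to 38.34 in DU, so that treatment and read quality go together.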

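Two-cell embryos of exposed parents differed from controls in the level of many maternal mRNAs. Among genes chosen for the largest changes, the host gene of small nucleolar RNAs gas5 was higher in DU (0.340 ± 0.159 CPM in control and 5.71 ± 0.54 CPM in DU, SD, n = 3 each, log2 fold change 4.12, SE 0.29, adjusted p = 2.73e-07), as was swi5, a partner of the recombinase RAD51 (6.71 ± 0.95 and 98.0 ± 18.4 CPM, 3.87, SE 0.19, adjusted p = 1.08e-07). The tubulin gene tubb5 rose from 5.48 ± 1.36 to 50.1 ± 8.4 CPM and klhl35 from 17.6 ± 2.9 to 135.8 ± 10.4 CPM. Lower in DU were the forkhead factor foxa (34.7 ± 3.1 and 0.758 ± 0.803 CPM, -5.64, SE 0.47, adjusted p = 8.06e-07), the sulfotransferase sult2st3 (17.4 ± 2.0 and 0.309 ± 0.106 CPM, -5.86, SE 0.25, adjusted p = 1.08e-07) and rrp8, which acts in ribosomal RNA processing (13.4 ± 3.0 and 0.403 ± 0.119 CPM, -5.09, SE 0.27, adjusted p = 1.09e-07). At the paper's thresholds edgeR called 1857 genes higher and 4544 lower of 14482. The share of higher genes among those called was 29.0% under TMM, 38.7% under DESeq2's size factors (2616 higher, 4141 lower) and 4.31% with library totals alone (293 higher, 6504 lower). DESeq2 called 2534 higher and 4109 lower, and 2483 and 4104 with its prior. At an adjusted p under 0.05 with no minimum fold change, edgeR called 4585 higher and 5986 lower (1532 and 8339 with library totals alone). Counts of list members at this stage are to be read beside these numbers.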

The parental exposure to DU induced change in the expression of 6588 genes, comprising 2482 up-regulated genes and 4106 down-regulated genes (Fig 3A). 

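Genes that build ribosomes and ribosomal proteins parted in DU two-cell embryos. Of 50 genes of ribosome biogenesis, 38 fell, 5 rose and 7 did not pass the test (39 lower and 5 higher when adjusted over the list alone), with a median log2 fold change of -1.48, or -1.28 relative to all genes under each of the 3 scalings. DKC1, the pseudouridine synthase of ribosomal RNA, fell from 76.6 ± 14.7 to 4.8 ± 1.3 CPM (SD, n = 3 each, adjusted p = 1.15e-07) and GAR1 of the same complex from 46.0 ± 8.6 to 4.67 ± 0.55 CPM. Of 84 ribosomal protein genes, 67 rose and 3 fell under TMM, but with library totals alone 9 rose and 13 fell, and relative to all genes their median was 0.87 and 0.85. Mitochondrially encoded genes followed the same rule (11 of 13 higher and 0 lower under TMM, 4 higher and 2 lower with totals), MT-CO2 being at 3547 ± 747 CPM in control and 8337 ± 1869 CPM in DU. Of 17 tight junction genes 14 rose and 0 fell under TMM (7 higher and 3 lower with totals), among them cldn7b, from 746.6 ± 92.3 to 1876 ± 120 CPM.

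Maternal and oocyte genes went both ways. Of 40, 21 rose, 8 fell and 11 did not pass under TMM (12 higher and 14 lower with totals), with buc, the organizer of the Balbiani body, at 213.4 ± 29.3 CPM in control and 63.4 ± 6.2 CPM in DU, and sox19b, a maternal activator of the zygotic genome, at 188.9 ± 24.0 and 31.2 ± 2.8 CPM. Of 32 cell cycle genes 17 rose and 12 fell (6 and 17 with totals), the replication helicase gene MCM5 falling from 51.3 ± 8.6 to 5.46 ± 0.51 CPM and CDK1 rising from 6.68 ± 0.26 to 29.7 ± 2.5 CPM. Of 29 centromere and kinetochore genes 12 rose and 14 fell (3 and 16 with totals), and of 21 integrins 3 rose and 10 fell (1 and 17 with totals). Of 50 lists 9 were called against other genes (8 up, 1 down), among them ribosomal proteins (adjusted p = 1.38e-07) and ribosome biogenesis (adjusted p = 1.03e-04), and all 9 calls were lost with an estimated correlation (lowest adjusted p = 0.798). fry's mixed test, which asks whether the genes of a list change in either direction, called 50 of 50. With 10571 of all 14482 genes past edgeR's test at an adjusted p under 0.05, that sets no list apart.

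**Figure D2:**
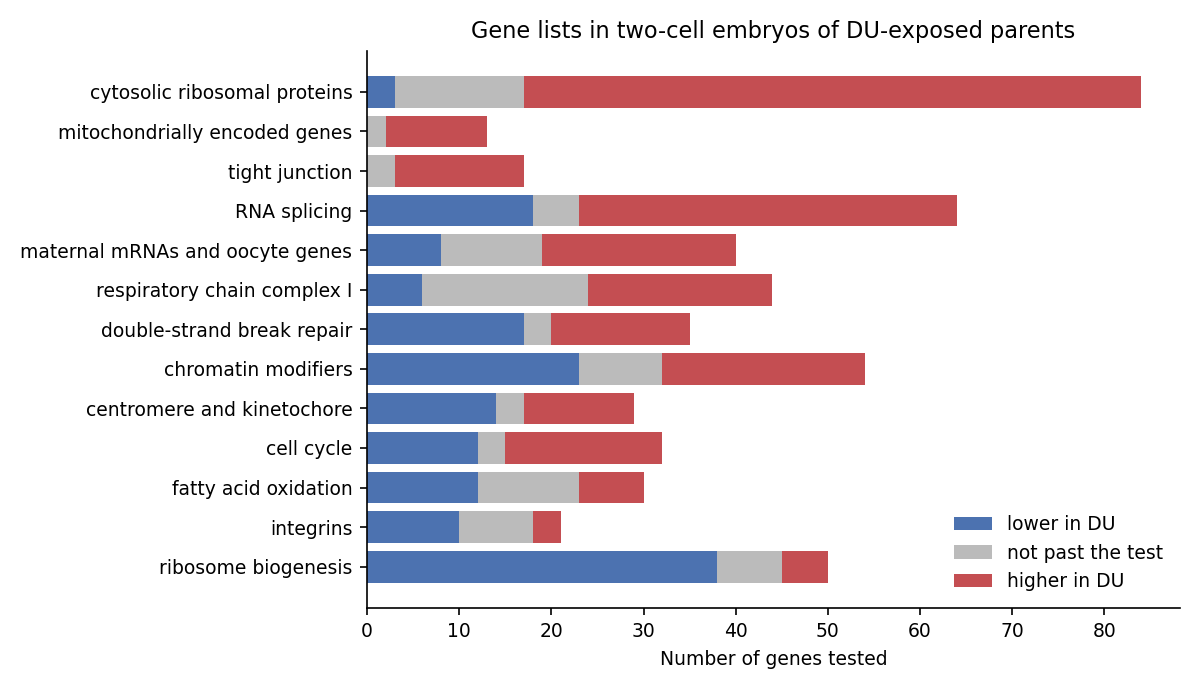
Number of genes of each of 13 lists that were lower in DU two-cell embryos, did not pass the test, or were higher, at an adjusted p under 0.05 (edgeR, TMM). Ribosome biogenesis has 38 of 50 lower and ribosomal proteins 67 of 84 higher, and with library totals alone the second becomes 9 higher and 13 lower while the first becomes 47 lower.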

The GO terms enrichment analysis pointed towards global effects on many different pathways at the two-cells stage (S4 Table). Effects on DNA repair (*rad51d*, *rad50*, *rad52*), RNA splicing (*isy1*, *syf2*), chromatin remodelling (*hdac5*, *hat1*), maturation of ncRNA and cell division were also detected (Figs 2 and 3D and S4 Table). 

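The DNA repair genes that the paper names changed in both directions in DU two-cell embryos. rad50, of the complex that senses double-strand breaks, fell from 14.2 ± 2.3 to 1.52 ± 0.53 CPM (SD, n = 3 each), a log2 fold change of -3.25 (SE 0.24, adjusted p = 4.10e-07). rad52, a recombination mediator, rose from 18.4 ± 3.4 to 55.5 ± 5.8 CPM, 1.6 (SE 0.17, adjusted p = 4.89e-06), and rad51d from 9.21 ± 1.09 to 18.8 ± 1.0 CPM, 1.03 (SE 0.15, adjusted p = 8.23e-05). Of 35 genes of double-strand break repair 15 rose, 17 fell and 3 did not pass, with 3 higher and 21 lower under library totals alone. Among those that fell were palb2 (-3.77), mdc1 (-3.27) and LIG4 (-3.0). Of all 14482 genes tested 4585 rose and 5986 fell, so that changes in both directions were common to genes in general.

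The splicing factors isy1 and syf2 fell, from 13.6 ± 1.6 to 4.12 ± 0.67 CPM (-1.72, SE 0.18, adjusted p = 4.77e-06) and from 28.7 ± 5.1 to 5.57 ± 0.45 CPM (-2.37, SE 0.18, adjusted p = 4.34e-07). Of 64 splicing genes 41 rose, 18 fell and 5 did not pass, with 15 higher and 23 lower under library totals alone, and the core factors CDC5L (-1.85), DDX23 (-2.20) and EFTUD2 (-2.39) fell. Of chromatin genes, the histone acetyltransferase hat1 fell from 14.6 ± 3.4 to 0.878 ± 0.466 CPM (-4.10, SE 0.32, adjusted p = 5.01e-07) and the histone deacetylase hdac5 from 2.11 ± 0.44 to 0.742 ± 0.237 CPM (-1.50, SE 0.31, adjusted p = 8.64e-04). Of 54 chromatin modifiers 22 rose, 23 fell and 9 did not pass, with 5 higher and 28 lower under library totals alone, and the acetyltransferase CREBBP (-2.58) and the demethylase KDM5B|ENSDARG00000057093 (-2.38) fell. Of the 7 genes that the paper names here, rad51d and rad52 were higher under TMM. With library totals alone rad52 kept 0.88 (adjusted p = 3.99e-04), while rad51d fell to 0.31 and no longer passed (adjusted p = 0.127).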

After four days of development (ie. 96 hpf larvae) the number of mis-regulated genes dropped to 573 and 62 genes respectively up- and down-regulated (Fig 3B). 

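Total counts per library were 29489481 to 42432494 (median 31074325) in the 3 control pools of larvae and 29351380 to 30759344 (median 30525365) in the 3 DU pools. Among the genes with the largest changes, the C-reactive protein gene crp3, of the acute phase response, rose from 1.71 ± 0.46 to 18.5 ± 5.7 CPM (SD, n = 3 each), a log2 fold change of 3.42 (SE 0.29, adjusted p = 0.00423). KLF9, a transcription factor driven by glucocorticoids, fell from 15.7 ± 1.9 to 4.89 ± 0.54 CPM, -1.68 (SE 0.14, adjusted p = 0.00423). The cadherin CELSR3, which guides axons, fell from 14.3 ± 0.5 to 6.38 ± 0.93 CPM, -1.16 (SE 0.13, adjusted p = 0.00829). In larvae edgeR called, over the paper's 4 libraries, 742 genes higher and 108 lower, and DESeq2 with its fold change prior 571 higher and 61 lower. Over all 6 libraries edgeR called 67 higher and 9 lower of 21033, and DESeq2 471 and 76, or 336 and 40 with the prior. The edgeR counts moved from 2 higher and 0 lower without control replicate 3 to 435 higher and 52 lower without DU replicate 1, a library in which leucocyte markers added up to 1661 CPM against 86.6 to 120.4 CPM in the other 5. At an adjusted p under 0.05 with no minimum fold change, 2898 genes were called (1580 higher, 1318 lower), which fell to 32 without control replicate 2, to 137 without control replicate 3 and to 224 without DU replicate 3, and rose to 4441 without DU replicate 1. Counts of list members and calls of single genes in larvae rest on single libraries in the same way.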

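Genes of liver, pancreas, gut and lipid transport rose in larvae of exposed parents. Over the paper's libraries 33 of 35 liver genes rose and 2 did not pass (33 higher when adjusted over the list alone), and over all 6 libraries 30 rose, 0 fell and 5 did not pass (34 higher when adjusted over the list alone). Without control replicate 2 only 1 of the 35 passed and without control replicate 3 8 did, while their median log2 fold change stayed at 1.16 to 1.54 whichever library was left out. FGG of fibrinogen went from 38.6 ± 7.4 to 127.9 ± 14.4 CPM (SD, n = 3 each, adjusted p = 0.00423). Of 23 exocrine pancreas genes 15 rose and 0 fell (19 higher when adjusted over the list alone), with a median log2 fold change of 1.80, and of 29 intestine genes 21 rose and 0 fell (26 higher when adjusted over the list alone), and in both lists 0 passed without control replicate 2. Among the intestine genes was chia.2, a chitinase, which went from 35.0 ± 5.7 to 127.8 ± 29.6 CPM (adjusted p = 0.00652). Of 29 genes of lipoproteins and cholesterol transport 19 rose, 0 fell and 10 did not pass (24 higher when adjusted over the list alone). apoeb went from 349.8 ± 96.3 to 744.9 ± 176.7 CPM (1.09, SE 0.22, adjusted p = 0.0241) and cetp, which moves cholesterol esters between lipoproteins, from 6.25 ± 1.12 to 13.1 ± 2.6 CPM (adjusted p = 0.0181). Of 26 genes of cholesterol synthesis 13 rose and 0 fell (17 higher when adjusted over the list alone), such as MSMO1 at 1.37 (adjusted p = 0.00647). Neurons went the other way, with 10 of 24 marker genes lower and 0 higher, and their counts added up to 2837, 2802 and 2654 CPM in controls and to 1966, 2306 and 2052 CPM in DU.

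Of 42 genes of the response to oxidative stress 21 rose, 1 fell and 20 did not pass over all libraries (27 higher and 2 lower when adjusted over the list alone), and 33 rose and 2 fell over the paper's. sod1, the cytosolic superoxide dismutase, rose from 140.0 ± 13.6 to 236.3 ± 37.2 CPM (0.76, SE 0.13, adjusted p = 0.0181), and sod2, its mitochondrial counterpart, from 74.6 ± 7.2 to 119.5 ± 25.2 CPM (0.68, SE 0.16, adjusted p = 0.0341). Catalase (cat) was at 86.9 ± 5.7 CPM in control and 114.9 ± 16.8 CPM in DU (0.40, SE 0.12, adjusted p = 0.0601 over all libraries and 0.00381 over the paper's). No ID could be assigned to mpx. gpx4a, which reduces lipid peroxides, rose from 150.5 ± 32.9 to 438.6 ± 117.5 CPM (adjusted p = 0.0133).

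Ribosome biogenesis rose with these groups (33 of 50 higher, 0 lower, 40 higher when adjusted over the list alone), as did immediate early genes, which respond within minutes to stimuli (17 of 34 higher, 1 lower, 22 and 1 when adjusted over the list alone), with FOS at 2.94 (SE 0.42, adjusted p = 0.0133). For FOS DESeq2's prior gave 1.67, or 1.01 over the paper's libraries, and its adjusted p was 0.0781 without control replicate 2 and 0.0596 without control replicate 3. Of 33 genes of the circadian clock 13 fell and 1 rose (14 and 1 when adjusted over the list alone), with PER1|ENSDARG00000056885 at -1.95 (SE 0.12, adjusted p = 0.00101), and of 11 DNA methylation genes 6 fell and 0 rose (7 lower when adjusted over the list alone), with TET2 at -0.66 (adjusted p = 0.0137).

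Of 39 protocadherins, clustered and non-clustered adhesion molecules, 10 fell, 0 rose and 29 did not pass (12 lower when adjusted over the list alone). pcdh1gc6 fell from 20.6 ± 9.1 to 6.29 ± 0.76 CPM (-1.71, SE 0.33, adjusted p = 0.0212, or 0.0922 without control replicate 2) and pcdh11 from 15.7 ± 0.4 to 9.20 ± 1.79 CPM (-0.77, SE 0.15, adjusted p = 0.0210). Of 57 lists 34 were called against other genes (21 up, 13 down), from liver (adjusted p = 5.51e-19) and cytosolic ribosomal proteins (35 of 85 higher, 0 lower, adjusted p = 3.34e-16) to protocadherins (adjusted p = 1.61e-05) and neurons (adjusted p = 1.34e-05), and with an estimated correlation 0 were called, the lowest adjusted p being 0.0768 for chaperones. Whether these lists reflect the level per cell or the share of a tissue in the larva is not separated by counts from whole larvae.

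**Figure D3:**
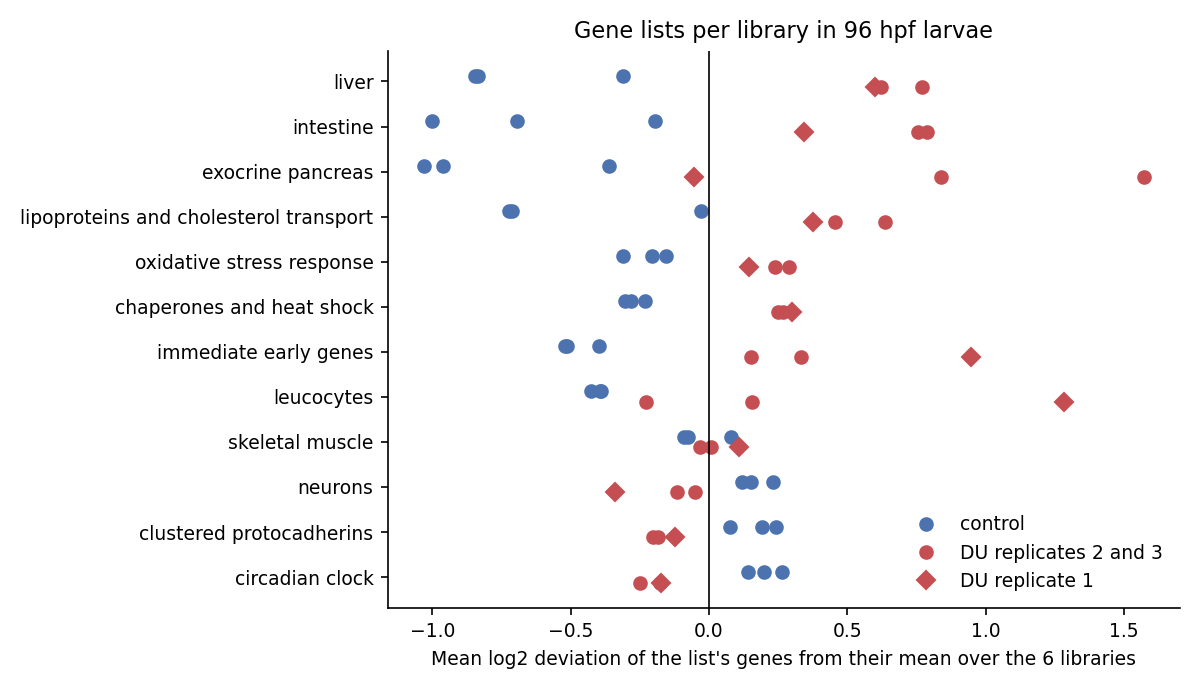
Mean log2 deviation of 12 gene lists from their mean over the 6 larval libraries, with controls and DU apart and DU replicate 1, the library with 1661 CPM of leucocyte markers, as a diamond. Liver, intestine and exocrine pancreas lie higher in each DU library than in each control, and neurons and protocadherins lie lower.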

The analysis of GO terms based on the set of up-regulated genes revealed a significant enrichment of pathways involved in cholesterol transport (*apoeb*) and response to oxidative stress (*cat*, *sod1*, *sod2*, *mpx*), while pathways involved in cell adhesion (*pcdh1gc6*) and hatching (*he1a* and *he1b*) where enriched in the down-regulated genes (Figs 2 and 3D). 

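Among the genes past the paper's thresholds at both stages over all libraries, the chaperone gene hsp90aa1.1 was higher at both (log2 fold change 1.97, SE 0.38, in two-cell embryos and 1.49, SE 0.09, in larvae), as was RAD51B of recombination (1.00, SE 0.14, and 1.07, SE 0.13). With library totals alone, RAD51B had 0.29 (adjusted p = 0.0576) in two-cell embryos, and in larvae its adjusted p was 0.0606 without control replicate 2. Lower at both were 3 genes, named here after their values were seen, namely KLF9 (-2.46 and -1.68), the clock gene nr1d2a (-4.17 and -1.05) and chadla (-2.89 and -1.50). The 5 that went opposite ways, lower at the two-cell stage and higher in larvae and also named after their values were seen, were ACSL5 (-3.14 and 1.20), GNMT (-1.08 and 1.00), serping1 (-3.22 and 2.03), tcn2 (-3.17 and 1.10) and zgc:172051 (-5.13 and 1.33). In all, 17 genes were shared, 9 of them higher at both stages, where 12.1 would be by chance (adjusted p = 0.443 over 10 pairs, hypergeometric test). DESeq2 with its fold change prior over the paper's libraries shared 81, where 113.2 would be by chance (adjusted p = 1), with 43 higher at both, 8 lower at both and 30 opposite.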

Only 81 genes (1.1%, *n* = 7142) were regulated in common between the two-cells stage and 96 hpf larvae (Fig 3C), the genes being either up- or down-regulated in this comparison.

**Fig 3:**
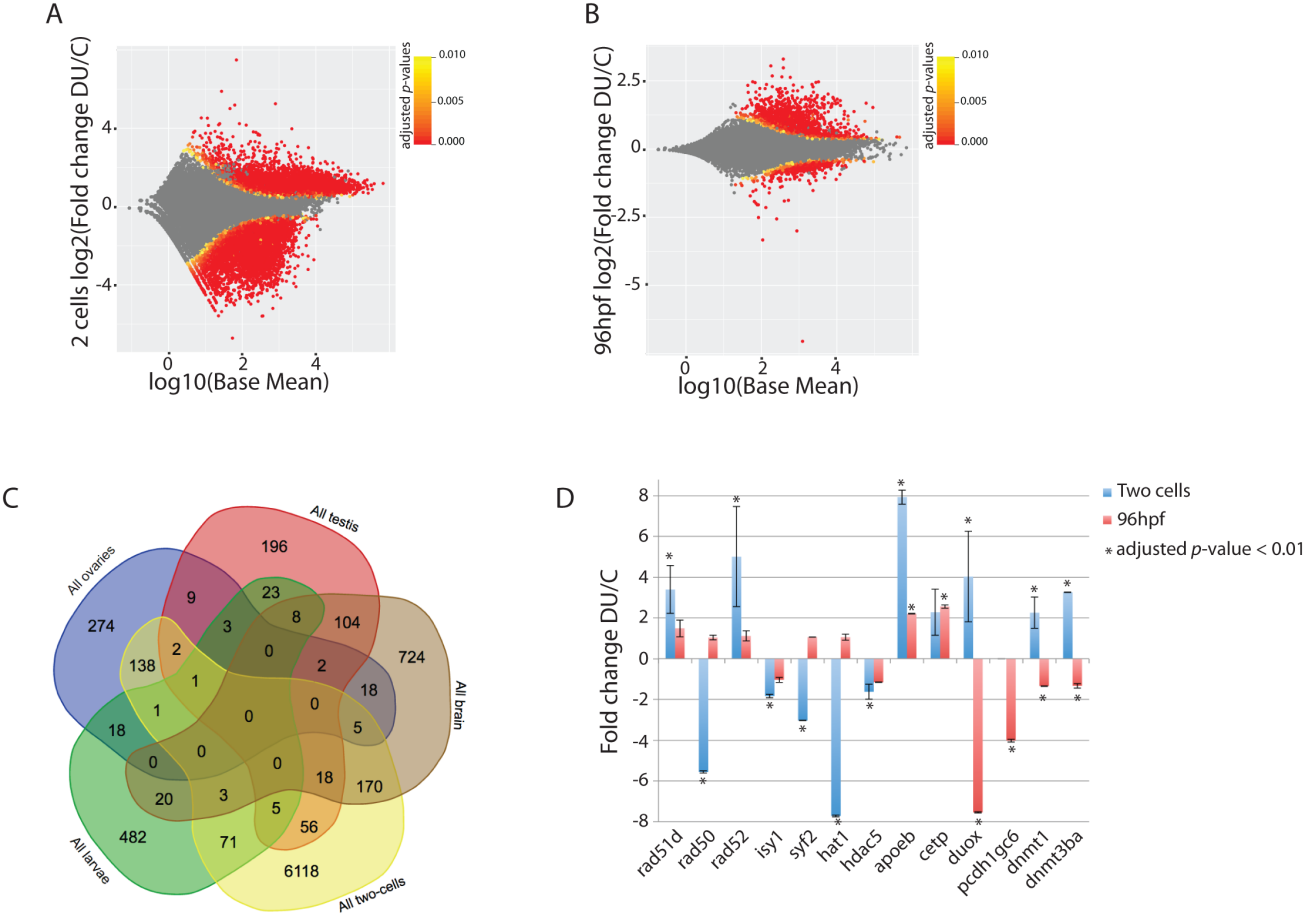
Differential expression analysis in two-cells stage embryos and 96 hpf larvae obtained from DU-exposed adult fish. (A) MA-plot at the two-cells stage. (B) MA-plot at 96 hpf. (C) Five-ways diagram of all genes regulated in adult brain, testis, ovaries and in the progeny of DU-exposed fish at two-cells stage and 96 hpf. (D) Examples of expression changes in the progeny of DU-exposed fish of genes involved in DNA repair (*rad51d*, *rad50*, *rad2*), splicing (*isy1*, *syf2*), chromatin remodelling (*hat1* and *hdac5*), lipid transport (*apoeb*, *cetp*), oxidative stress (*duox*) and cell adhesion (*pcdh1gc6*) (all adjusted *p*-values (FDR) < 0.01; error-bars represent the standard deviation to the mean).

In order to find potential commonalities in the effects of DU on the different organs and developmental stages, we compared to transcriptomics changes in the brain, the gonads, the two-cells stage embryos and in 96 hpf larva. The only significant overlap between all conditions remained the brain and testis (Fig 3C). Little overlap was found for the other conditions. For instance, only 82 genes (1.2%, *n* = 7015) were mis-regulated in common (up or down) between the adult testis and the two-cells stage, 40 genes (3.8%, *n* = 1062) between adult testis and 96 hpf larvae, 31 genes (1.8%, *n* = 1707) between brain and 96 hpf larvae, 196 genes (2.6%, *n* = 7660) between the brain and the two-cells stage, 147 genes (2.1%, *n* = 7059) between the ovaries and the two-cells stage, 17 genes (1.9%, *n* = 898) between the ovaries and the testis, and finally only 23 genes (2.1%, *n* = 1106) between the ovaries and the 96 hpf larvae. 

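The pairs of samples were compared at the paper's thresholds. DESeq2 with its fold change prior, over the paper's libraries, shared 82 genes between testis and two-cell embryos (99.8 by chance), 196 between brain and two-cell embryos (240.7 by chance) and 145 between ovary and two-cell embryos (151.4 by chance), none of which lies above chance (adjusted p = 1 each). Above chance were testis with larvae (40 against 10.5, adjusted p = 1.61e-12), brain with larvae (31 against 19.7, adjusted p = 0.0178), brain with ovary (26 against 16.5, adjusted p = 0.0253), ovary with testis (17 against 7.36, adjusted p = 0.00408) and ovary with larvae (23 against 12.4, adjusted p = 0.00863), besides brain with testis. The direction differed within most of these, with 32 of the 40 genes of testis and larvae and 25 of the 31 of brain and larvae going opposite ways, while 20 of the 23 of ovary and larvae were higher in both. In all 5 sample types 0 genes were shared with these settings, and 48 were shared by 3 or more.

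Over all libraries edgeR called 0 genes in each adult tissue, so that no overlap with them was formed. DESeq2 without the prior found 13 genes shared by ovary and larvae, all higher in both (1.88 by chance, adjusted p = 3.99e-07), and 0 in all 5 sample types. The hypergeometric test takes genes as independent, and a group of genes that vary together, such as those of the liver in ovary and larvae, raises the number shared.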

No genes were mis-regulated in common in all five conditions. These results show that the molecular signature of DU is mostly different in the different adult tissues and in the progeny of exposed fish. It further suggests that the early global effects observed in the two-cells embryos are partially compensated later in development.

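A few genes show how the samples differ. apoeb had a log2 fold change of -1.41 (SE 0.24, adjusted p = 0.157, or 1.59e-06 with DESeq2) in testis, 1.77 (SE 0.53, adjusted p = 0.00954) in two-cell embryos and 1.09 (adjusted p = 0.0241) in larvae. The two-cell value was not called under library totals alone (0.99, adjusted p = 0.132) or without control replicate 2 (1.44, adjusted p = 0.069), nor the larval value without control replicate 2 (adjusted p = 0.104), control replicate 3 (0.0900) or DU replicate 3 (0.0707). hsp70.1, the inducible heat shock protein, had 0.97 (SE 0.29, adjusted p = 0.280) in testis and 2.50 in larvae. The differences between sample types were not themselves tested, apart from female against male brain. From the overlaps the paper concludes that the signature of DU differs for the most part between the adult tissues and the progeny.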

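The 7 genes of DNA repair, splicing and chromatin named for the two-cell stage by the paper did not pass the test in larvae. rad50 had a log2 fold change of 0.08 (SE 0.10, adjusted p = 0.617), rad52 one of 0.17 (SE 0.16, adjusted p = 0.514) and rad51d one of 0.46 (SE 0.21, adjusted p = 0.160). isy1 was at 24.9 ± 2.8 CPM in control and 25.1 ± 1.2 CPM in DU larvae (SD, n = 3 each), syf2 at 56.4 ± 2.6 and 58.8 ± 3.6 CPM, hat1 at 70.8 ± 6.0 and 71.1 ± 6.0 CPM and hdac5 at 3.1 ± 0.26 and 2.57 ± 0.16 CPM. Of 35 double-strand break repair genes 1 rose and 1 fell in larvae, RAD51B and XRCC5, and of 64 splicing genes 2 rose and 2 fell, among them srsf5a, which fell from 260.9 ± 18.3 to 168.2 ± 13.9 CPM (adjusted p = 0.0143). Of 56 chromatin modifiers 9 fell and 0 rose (14 lower when adjusted over the list alone, adjusted p = 4.31e-04 for the list, and adjusted p = 0.532 with an estimated correlation), among them ARID1A|ENSDARG00000101891 at -0.54 (SE 0.08, adjusted p = 0.0136). The change between the stages was not tested, and the 2 stages differ in the origin of their mRNA, which is maternal in two-cell embryos. The paper proposes that the early effects are partly compensated later in development.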

### Predicted diseases and transcription factors networks perturbed by DU

The results of the transcriptomic analyses were processed to identify the potential diseases occurring after chronic exposure to DU. Human gene orthologues to the deregulated zebrafish genes were selected and provided similar GO term enrichments to the zebrafish analysis (see Material and methods and S5 Table). The most significant disease predicted in all five conditions was cancer (S6 Table). A significant enrichment (*p* < 10^−20^) of genes implicated in genetic/congenital and metabolic diseases was also observed for the embryonic stages (two-cells stage and 96 hpf larvae) but was less significant (or absent) in adult tissues (S6 Table). We found that 60% of the diseases (68 out of 113 Medical Subject Headings, MESH terms) significantly enriched (*p* < 0.001) at 96 hpf were also enriched at the two-cells stage (S3A Fig). But despite this overlap the number of genes implicated in biological disorders and co-regulated at two-cells and 96 hpf remained low (2%) (S3B Fig and S7 Table). These results suggest that although the different transcriptomic patterns observed by mRNAseq at the two-cells stage and the 96 hpf stage are different, they nonetheless converge towards the same disease effects.

We then carried out an analysis of the transcriptional regulators potentially controlling the differentially expressed genes. In this analysis the known gene regulation networks were used to identify the transcriptional regulators that better explain the differential expression observed in the mRNAseq datasets. This identification of upstream-regulators (transcription factors and chromatin remodelers) was performed using the human orthologous genes to benefit from the rich functional annotations of the human genome. Four transcription factors, EGR1, HNF4A, MITF and FOXA2, appeared to form a hub of upstream regulators in all five gene-sets (*p* < 0.001) and could explain the apparent overlap in disease outcomes (ie. cancer). The molecular signature of the two TGF-B downstream effectors SMAD2 and SMAD3 was highly enriched both in the brain and testis, while GATA1, GATA2 and ESR1 were significantly enriched only in 96 hpf larvae (S8 Table). Of note, the expression of two of these master regulators was altered in the mRNAseq data, while this is actually not a prerequisite for the analysis of upstream-regulators (S9 Table). 

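Of the genes that code for these regulators, egr1, an immediate early transcription factor, was at 37.8 ± 4.0 CPM (SD, n = 3) in control larvae and 66.6 ± 14.1 CPM (SD, n = 3) in DU, a log2 fold change of 0.82 (SE 0.15, adjusted p = 0.0203) over all libraries and 1.04 (adjusted p = 4.76e-04) over the paper's. hnf4a, which drives liver and gut genes, was at 9.86 ± 1.81 and 16.1 ± 2.3 CPM in larvae, 0.70 (SE 0.16, adjusted p = 0.0326) and 0.95 (adjusted p = 0.00140) over the paper's libraries. gata2a, of blood and endothelium, fell in larvae (-0.57, SE 0.12, adjusted p = 0.0246, or 0.104 without control replicate 2). Not past the test in larvae were mitfa (-0.66, SE 0.19, adjusted p = 0.0581), foxa2 (-0.24, SE 0.13, adjusted p = 0.247), smad2 (-0.05, SE 0.08, adjusted p = 0.682) and gata1a (-0.04, SE 0.24, adjusted p = 0.919).

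In adult tissues none of the regulators tested passed with edgeR over all libraries. In female brain and ovary edgeR called 0 genes of any kind at an adjusted p under 0.05, so that this was fixed there. egr1 had 0.30 (SE 0.17, adjusted p = 0.653) in female brain, 0.15 (SE 0.33) in testis and 1.57 (SE 0.65, adjusted p = 0.805) in ovary. Over the alternatives run with edgeR and DESeq2, egr1 in female brain ran from 0.18 to 0.51, with an adjusted p of 3.285e-04 to 0.945. smad2 had 0.00 (SE 0.18) in brain and -0.20 (SE 0.13) in testis. In two-cell embryos smad2 rose by 1.39 (SE 0.15, adjusted p = 4.80e-06), or 0.68 (adjusted p = 6.53e-05) under library totals alone, and gata2a did not pass (-0.15, SE 0.64, adjusted p = 0.838). There egr1, hnf4a, mitfa, mitfb and foxa2 were at or under 0.204 CPM on average in each group and were not tested, and in larvae esr1, at 0.222 ± 0.111 and 0.136 ± 0.032 CPM, was not tested for the same reason.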

Quantitative RT-PCR analysis confirmed that *egr1* expression was upregulated in the 96 hpf larvae from DU-exposed fish (S4 Fig). These results show that DU-exposure has broad effects on cell function in adult zebrafish as well as on their offspring, potentially leading to metabolic disorders and cancer. These effects might be caused mainly by the perturbation of the genetic networks controlled by egr1, hnf4a, mitf and foxa2.

### Transgenerational effects of chronic exposure to DU on mitochondrial functions

The transcriptomic analyses performed on the two-cells stage and in 96 hpf larvae revealed an alteration of the pathways involved in fatty acid metabolism and response to oxidative stress. Many genes in these two pathways were up-regulated (Fig 2 and S4A and S4B Fig). 

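At the two-cell stage both groups went up and down. Of 30 genes of fatty acid oxidation 7 rose, 12 fell and 11 did not pass (2 higher and 23 lower under library totals alone), with ACADL, an acyl-CoA dehydrogenase, rising from 74.2 ± 5.5 to 324.0 ± 31.9 CPM (SD, n = 3 each) and HADHA of the trifunctional protein falling from 42.9 ± 5.7 to 3.01 ± 0.78 CPM. Of 14 genes of fatty acid synthesis 7 rose and 4 fell (2 and 6 under library totals alone), with FASN, fatty acid synthase, going from 181.4 ± 21.3 to 398.2 ± 18.2 CPM and ELOVL5 from 3.28 ± 0.34 to 1.08 ± 0.22 CPM. Of 33 genes of the oxidative stress response 12 rose and 8 fell (5 and 18 under library totals alone). cat rose from 440.4 ± 75.8 to 910.2 ± 181.1 CPM (1.05, SE 0.19, adjusted p = 2.87e-04), sod2 fell from 5.47 ± 1.58 to 1.05 ± 0.29 CPM (-2.39, SE 0.28, adjusted p = 1.16e-05), and sod1 did not pass (0.23, SE 0.16, adjusted p = 0.196), its fold change being -0.50 under library totals alone.

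In larvae, 21 of 31 fatty acid oxidation genes rose over the paper's libraries and 5 over all 6, with 0 lower in either (11 higher when adjusted over the list alone over all 6, adjusted p = 2.10e-05 for the list, and adjusted p = 0.621 with an estimated correlation). ACOX1, which starts the oxidation of long chains in peroxisomes, rose from 41.8 ± 3.8 to 68.3 ± 11.0 CPM (0.71, SE 0.13, adjusted p = 0.0200). Of 17 fatty acid synthesis genes 3 rose and 0 fell (adjusted p = 0.203 for the list), among them ELOVL2, which lengthens polyunsaturated chains, from 8.94 ± 1.46 to 29.2 ± 8.6 CPM (adjusted p = 0.0113).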

As the mitochondria play a central role in redox homeostasis and the metabolism of lipids, we hypothesized that the induction of these two pathways could be a consequence of mitochondrial dysfunctions, as it was already shown for adult zebrafish exposed chronically to DU [18]. To assess this hypothesis we selected 101 genes encoding the subunits of the electron transport chain complex as a read out of mitochondrial function and checked their expression at the two embryonic stages (two-cells and 96 hpf), thereby focusing on the transgenerational effects of DU-exposure. The results highlighted an up-regulation of the majority of the genes producing the subunits of the respiratory chain complex I, II, IV and V at both developmental stages (Fig 4A and 4B), suggesting that mitochondria function was perturbed in the progeny of DU-exposed fish. 

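In two-cell embryos, 20 of 44 genes of complex I rose, 6 fell and 18 did not pass (6 higher and 14 lower under library totals alone), with NDUFA9 rising from 125.0 ± 19.8 to 298.6 ± 43.1 CPM (SD, n = 3 each, adjusted p = 2.73e-05) and NDUFAB1 falling from 12.4 ± 2.2 to 4.12 ± 0.57 CPM (adjusted p = 1.32e-05). Of 4 genes of complex II 2 rose and 1 fell (0 and 2 under library totals alone), SDHA and SDHB rising by 0.66 (SE 0.14) and 0.88 (SE 0.16), though not under library totals alone (-0.06, adjusted p = 0.643, and 0.16, adjusted p = 0.349), and SDHD|ENSDARG00000030139 falling by 2.62 (SE 0.18). Of 15 genes of complex IV 7 rose and 3 fell (3 and 7 under library totals alone), and of 22 of ATP synthase 8 rose and 5 fell (1 and 10 under library totals alone), among them ATP5F1B, its catalytic subunit, which fell from 34.8 ± 8.5 to 9.87 ± 4.72 CPM. Complex III had 3 of 9 higher and 3 lower (1 and 5 under library totals alone). Relative to the median of all genes, complex I had a median of 0.60 under TMM and 0.59 under library totals.

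In larvae over the paper's libraries, 36 of 48 genes of complex I rose, with 5 of 5 of complex II, 7 of 10 of complex III, 16 of 21 of complex IV and 17 of 22 of ATP synthase, where 1, mt-atp8, fell. Over all 6 libraries 1 (NDUFS7), 1 (SDHC), 0, 5 and 4 rose (0, 4, 4, 11 and 15 when adjusted over the list alone), with medians of 0.29 to 0.36 in each of the 5 complexes. NDUFS7 went from 156.7 ± 8.6 to 209.7 ± 23.5 CPM (0.42, SE 0.10, adjusted p = 0.0388), cox8b from 19.2 ± 3.9 to 35.0 ± 3.8 CPM (0.86, SE 0.15, adjusted p = 0.0181) and ATP5PO from 548.2 ± 34.5 to 738.4 ± 94.0 CPM (0.43, SE 0.11, adjusted p = 0.0432). mt-atp8, encoded in the mitochondrion, fell from 110.6 ± 9.8 to 56.1 ± 12.4 CPM (adjusted p = 0.0164). The list calls over all 6 libraries, from an adjusted p of 1.69e-04 for complex I to 0.0164 for complex III, were lost with an estimated correlation (adjusted p = 0.567 to 0.678). The paper proposes that the function of mitochondria was disturbed in the progeny.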

We then performed histological analysis on the skeletal muscles of the 96 hpf larvae from DU-exposed adult fish to check potential mitochondrial abnormalities. Muscle was chosen since this organ is rich in mitochondria producing the energy necessary for muscular contraction. Vacuole-like structures were apparent compared to controls (Fig 5A–5A’) suggesting a deep alteration of the skeletal muscles. A more detailed analysis by transmission electronic microscopy (TEM) revealed abnormal mitochondria exhibiting fewer or completely disrupted inner membranes (Fig 5B’–5C’, black asterisks).

**Fig 4:**
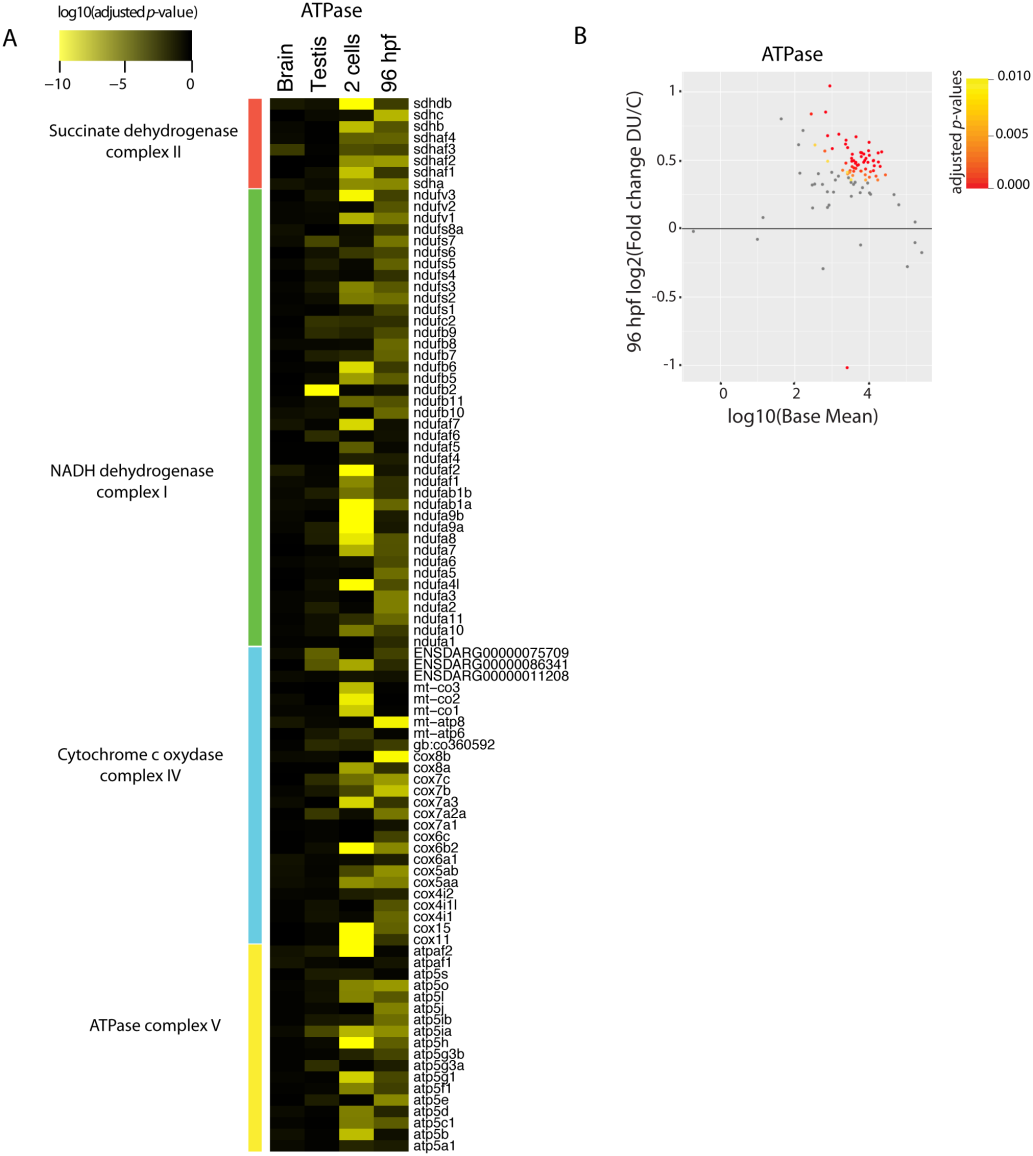
Expression analysis of electron transport chain complex genes in testis and brain of DU exposed fish and in their progeny at two-cells stage and 96 hpf. (A) Heatmap of adjusted *p*-values of genes involved in mitochondrial oxydo-reduction process (*n* = 101). The colour code displays the log10(adjusted *p*-value) from the differential expression analysis. (B) MA-plot focusing on the differential expression of the electron transport chain complex genes in the 96 hpf larvae (fold change as DU/C). Most of the genes are up-regulated in DU exposed larva.

**Fig 5:**
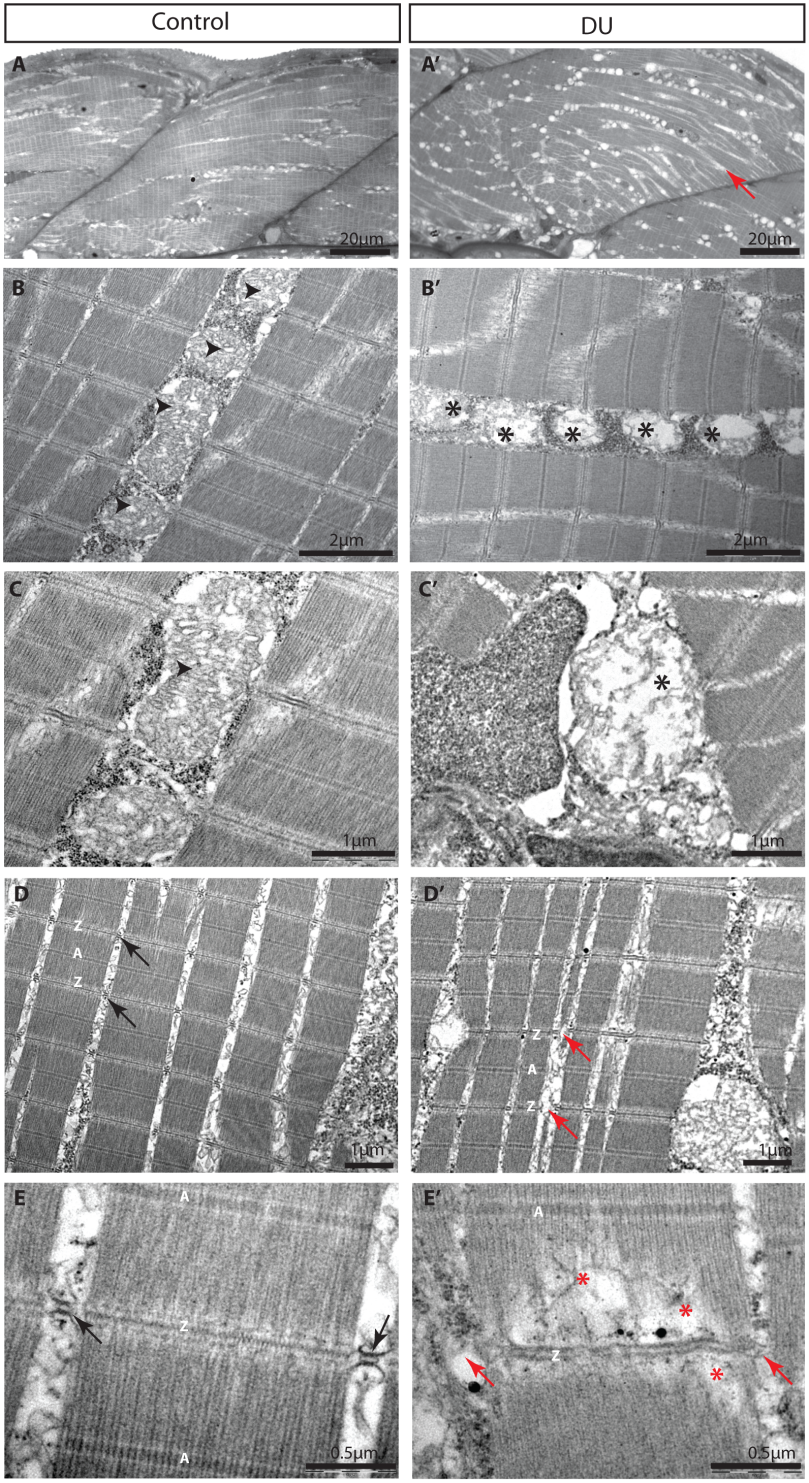
Histological analysis of 96 hpf larvae from DU-exposed adult fish compared to controls. (A-A’) Toluidine-blue staining of the larva at the level of the trunk. Vacuole-like structures (appearing as white dots) are abundant in DU-treated larvae compared to controls. (B-C) Mitochondrial morphology in skeletal muscles observed by transmission electronic microscopy of control larvae. The inner mitochondrial membranes are dense and well visible (black arrow head). (B’-C’) Alteration of mitochondrial morphology and absence or decreases density of inner mitochondrial membranes (*) in larvae from DU-exposed fish. (D-E) High-resolution transmission electronic microscopy of skeletal muscles in controls and (D’-E’) in the 96 hpf larvae obtained from DU-exposed fish. Disruption of myofibres (red asterisks) and swelling of Z-bands are visible in DU larvae. Z- and A-bands are indicated. Triads constituted of t-tubes and the two flanking cisterna of the sarcoplasmic reticulum are visible in the controls (black arrows) but are absent or deformed in larvae from DU-treated fish (red arrows).

### Chronic exposure to DU result in a disruption of muscle fibers in the progeny of exposed fish

The TEM observations performed on the skeletal muscles of 96 hpf larvae from DU-exposed fish revealed a high frequency of sarcomer disruptions that resulted in the fragmentation of the muscles fibres (Fig 5A’, red arrow). The observation of the myofibrils at higher resolution pointed out to a swelling of the Z-lines and a detachment of the myofibres (black arrows and red asterisk in Fig 5D’–5E’). In addition, the t-tubules and the two flanking cisterna of the sarcoplasmic reticulum that form the triads were also malformed or even missing (red arrow head in Fig 5D’–5E’). Since muscle contraction is dependent on the depolarization of the sarcolemma-derived t-tubules and the transmission of Ca^2+^ flux to the sarcoplasmic reticulum at the triads, the neuromuscular transmission is presumably altered in the muscles of 96 hpf larva obtained from DU-treated adult fish. 

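In larvae, dpysl2b, which shapes growing axons, was at 58.1 ± 2.1 CPM (SD, n = 3) in control and 42.2 ± 2.6 CPM (SD, n = 3) in DU, a log2 fold change of -0.46 (SE 0.08, adjusted p = 0.0170). The ephrin receptor gene epha4b went from 6.29 ± 0.42 to 4.00 ± 0.29 CPM (-0.65, SE 0.13, adjusted p = 0.0227) and the axonal adhesion gene cntn2 from 10.3 ± 1.5 to 6.47 ± 0.62 CPM (-0.67, SE 0.15, adjusted p = 0.0275). tnc|ENSDARG00000021948, coding for a tenascin of the extracellular matrix, fell (-0.53, SE 0.10, adjusted p = 0.0200), and its second copy tnc|ENSDARG00000078362 had -0.34 (SE 0.11, adjusted p = 0.0752). neurog1 (-0.48, SE 0.26, adjusted p = 0.232), ascl1a (0.10, SE 0.09, adjusted p = 0.485) and clcf1 (0.20, SE 0.21, adjusted p = 0.548) did not pass. Of these 8 genes, picked by the paper from these samples and so not independent evidence, 4 fell and 0 rose over all libraries and 5 fell and 0 rose over the paper's (adjusted p = 0.0121 for the list over all 6, and adjusted p = 0.368 with an estimated correlation).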

In agreement with this hypothesis, several genes involved in neuronal projection regeneration were stimulated in 96 hpf larvae of DU-treated fish (Fig 2 and S4B Fig) including *dpysl2b*, *epha4b*, *cntn2*, *tnc*, *clcf1*, and the proneural genes *neurog1* and *ascl1a*.

It is already known that protein-chaperons like *hsp70* and *hsp90aa1*.*1* are induced after myofibres damages [34,35]. To check if similar mechanisms are in play we compared the data from 96 hpf larva of DU-exposed fish with the transcriptomics changes observed in the zebrafish *acetylcholine esterase* (*ache*) mutant (ache-/-) [23]. A progressive degeneration of the myofibres is observed in ache-/- during development due to ache receptor over-activation, a situation related to myofibres damages where the induction of *hsp70l* and *hsp70* is also observed. We found that among the 169 genes up-regulated in ache-/-, 38 genes (22%) are also mis-regulated in the 96 hpf larvae from DU-treated fish with an adjusted *p*-value < 0.01 (Fig 6A), including the up-regulation of the protein chaperons *hsp70l*, *hsp70*.*1*, *hsp70*.*2*, *hsp70*.*3*, *dnajb1b* (*hsp40*) and the gene coding for the sarcomere assembly protein *tcap* (*titin-cap*) (Fig 6B).

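Chaperone genes rose in DU larvae. hsp70.3 rose from 7.02 ± 0.54 to 36.9 ± 4.1 CPM (SD, n = 3 each), a log2 fold change of 2.39 (SE 0.12, adjusted p = 3.93e-04), hsp70.1 from 0.703 ± 0.159 to 3.95 ± 0.56 CPM (2.50, SE 0.22, adjusted p = 0.00459) and hsp70l from 6.37 ± 0.25 to 21.9 ± 6.1 CPM (1.78, SE 0.20, adjusted p = 0.00865). Their co-chaperone dnajb1b rose from 17.8 ± 0.8 to 68.8 ± 5.1 CPM (1.95, SE 0.09, adjusted p = 3.93e-04) and hsp90aa1.1, which folds muscle myosin, from 73.7 ± 5.3 to 207.0 ± 3.7 CPM (adjusted p = 6.62e-04). tcap, which anchors titin in the Z-disc, rose from 13.5 ± 3.4 to 45.6 ± 28.8 CPM (1.76, SE 0.41, adjusted p = 0.0332), though its adjusted p was 0.136 without control replicate 2 and DESeq2's prior gave 1.00. Of 47 chaperone and heat shock genes 22 rose, 2 fell and 23 did not pass over all 6 libraries (29 higher and 2 lower when adjusted over the list alone), and 24 rose and 1 fell over the paper's. With 1 library left out, 5 (without control replicate 2) to 26 of them rose. Of 32 skeletal muscle genes 2 rose, tcap and TNNI2|ENSDARG00000045592, and 0 fell over all 6 libraries (adjusted p = 0.478 for the list), and 5 rose and 6 fell over the paper's. Metal response genes, among which are some heat shock genes, had 8 of 14 higher and 0 lower, with the transferrin receptor tfr1b at 1.23 (SE 0.19, adjusted p = 0.0143).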

**Fig 6:**
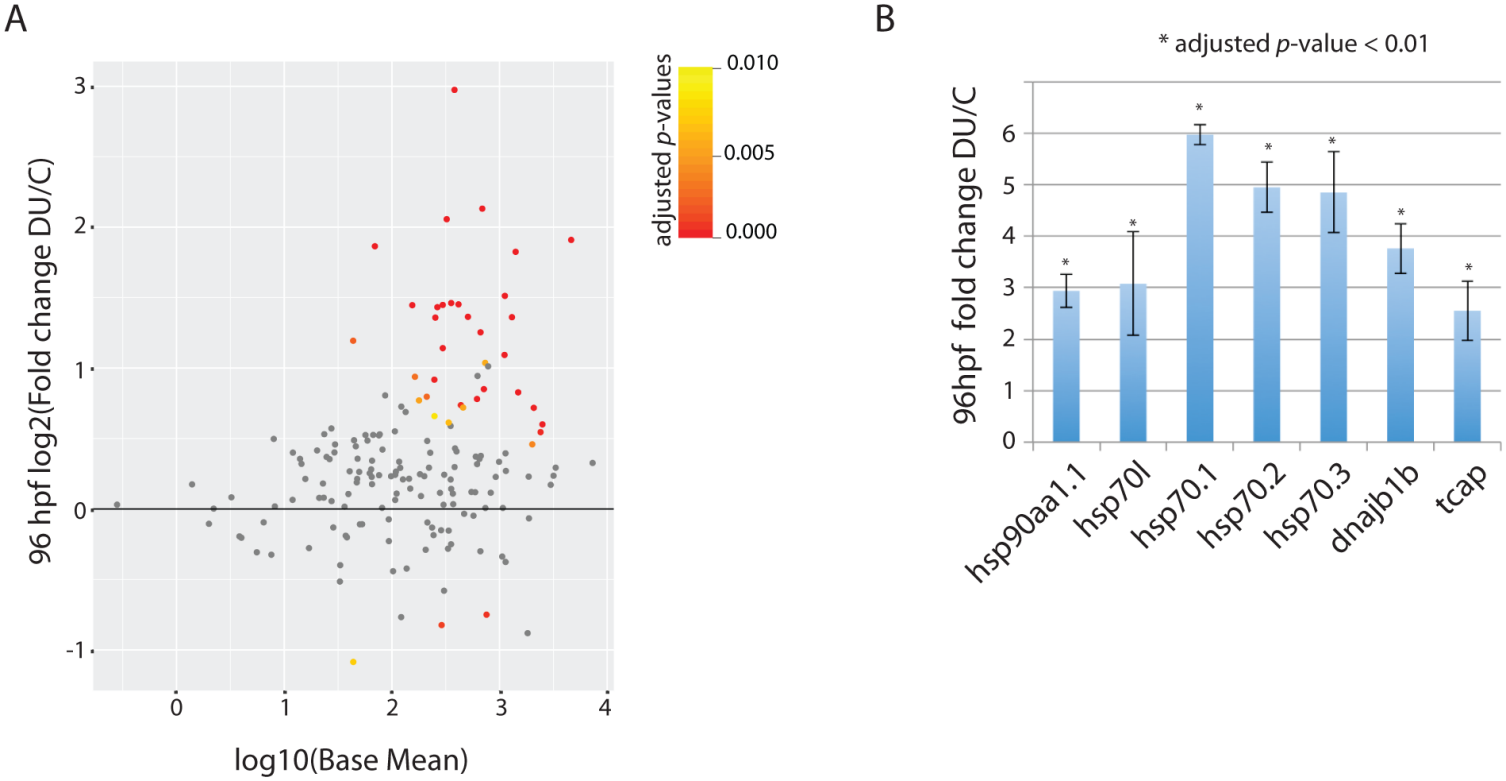
Induction of protein chaperones expression following myofibre damage in the 96 hpf larvae from DU-exposed adult zebrafish. (A) MA-plot focusing on the differential expression of the 169 genes involved in cellular stress (from the ache mutant, see Material and methods) and their regulation in 96 hpf larvae obtained from DU exposed. Significant adjusted *p*-values < 0.01 are indicated in red and yellow. (B) Log2 fold change of specific protein-chaperon in the skeletal muscles (all adjusted *p*-values (FDR) < 0.01; error-bars represent the standard deviation to the mean).

## Discussion

In this study we investigated the consequences of chronic exposure to DU on adult zebrafish and their progeny. The adults were exposed for 10 days to a DU concentration of 16.5 ± 2.9 μg/L (see Material and methods), a concentration that is in the range of the environmental quality standards for uranium in water (< 30μg/L) [36,37]. The macroscopic observation and feeding behaviour of the exposed fish (made accordingly to the guidelines, see S10 Table) was normal compared to controls. We tested the transcriptomic effects of DU on adult tissues including brain and gonads. The progeny of DU-exposed fish was also analysed at the two-cells stage and on 96 hpf larvae. The methodology of sampling, the results of DU quantification during the experiment as well as the bioaccumulation of DU in the different organs were already published in the companion paper [22]. This analysis focuses on the mRNAseq data obtained from the DU-exposed adults’ testis, ovaries, brain and the F1 progeny at the two-cells stage and 96 hpf.

We were first interested in the identification of the generic and tissue specific molecular signature following the DU-exposure. The analysis of the adult ovaries shows that 471 genes are differentially expressed. However, only the most significant differential expressed genes are detected in this analysis due to a probable higher inter-individual differences in the number and stage of germ cells present in the females. In the brain, we find that the genetic pathway involved in visual perception is affected. The tectum is the part of the diencephalon that processes the visual input from the retina in vertebrates. The tectum and the retina are functionally coupled by topographical projections of retinal axons to the tectum and many transcription factors are simultaneously expressed in both tissues during development [38]. Interestingly an alteration of the outer plexiform layer was observed in the retina of DU exposed fish [22]. Since the tectum process the visual input from the retina, it might be possible that the damages induced by DU in the retina modify the transcriptomic pattern in this brain area. Alternatively, DU could directly impact the function of the optic tectum, independently from its effects on the retina.

The data obtained on testis highlighted an effect of DU-exposure on centromere assembly, the process that direct chromosome segregation during cytokinesis. 

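In testis, cenpo was at 19.8 ± 7.7 CPM (SD, n = 3) in control and 35.2 ± 10.8 CPM (SD, n = 3) in DU, a log2 fold change of 0.82 (SE 0.33, adjusted p = 0.350) over all libraries and 1.32 (adjusted p = 0.198) over the paper's. si:dkey-148h10.5 was at 74.2 ± 17.1 and 127.3 ± 30.1 CPM, 0.78 (SE 0.23, adjusted p = 0.280) over all and 1.10 (adjusted p = 0.180) over the paper's. Neither passed with edgeR, while DESeq2 with its fold change prior over the paper's libraries gave 1.15 (adjusted p = 0.00111) and 1.02 (adjusted p = 1.52e-04).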

Two genes involved in this pathway were up-regulated in the DU-exposed testis: centromere protein O and a CENP-A containing nucleosome assembly gene (*si*:*dkey-148h10*.*5*). These two genes were down-regulated significantly in the two-cells stage embryos. 

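In two-cell embryos, cenpo fell from 2.67 ± 0.91 to 0.295 ± 0.010 CPM (SD, n = 3 each), a log2 fold change of -3.17 (SE 0.36, adjusted p = 8.13e-06), and si:dkey-148h10.5 from 0.328 ± 0.142 to 0.0286 ± 0.0062 CPM, -3.49 (SE 0.64, adjusted p = 3.67e-04), the second at a level of few counts. Of all 14482 genes tested, 4585 rose and 5986 fell under TMM. Of 29 centromere and kinetochore genes 12 rose and 14 fell under TMM, with a median of 0.15 (3 rose and 16 fell with library totals alone). Among those that fell were ZW10, of the spindle checkpoint, from 29.3 ± 4.0 to 5.47 ± 0.93 CPM (adjusted p = 4.04e-07), and cenpt, which links centromeric DNA to microtubules, from 42.7 ± 5.2 to 7.05 ± 2.06 CPM (adjusted p = 6.55e-07).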

Interference with this biological process leads to the uneven segregation of chromosome during cell division and results to daughter cells with different number of chromosomes (aneuploidy). DU is known to induce sister chromatin exchanges, chromosomal aberrations and DNA double-strand breaks, effects that are collectively called genomic instability [39]. In addition, it has been shown that the DU-induced oxidative stress can induce aneuploidy in *in vitro* genotoxic assays [40,41]. As the gametes are produced continuously in the testis, the number of germ cells undergoing cell divisions is very high in this organ. The effects observed in the testis could thus be a consequence of the increased occurrence of centromeric defects leading to chromosomal aberrations in this highly proliferating tissue. Both effects in the adult tissues, perturbation of visual perception in brain and centromeric defects in the testis could alter with time the capabilities of the DU-exposed fish to survive and to reproduce in a contaminated environment.

We found a specific transgenerational effect of DU on the hatching process on the four-days old larvae. The two hatching enzymes *he1a* and *he1b* were still down-regulated in the 96 hpf larvae obtained from DU-exposed fish, after the onset of hatching (near 48 hpf). 

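he1a, which codes for a protease that softens the egg envelope, was at 5.27 ± 3.71 CPM (SD, n = 3) in control larvae and 1.11 ± 0.48 CPM (SD, n = 3) in DU, a log2 fold change of -2.25 (SE 0.61, adjusted p = 0.0482), or -0.84 with DESeq2's prior, and its adjusted p was 0.146 without control replicate 3. Its paralog he1b was at 2.09 ± 1.25 and 0.659 ± 0.467 CPM, -1.66 (SE 0.59, adjusted p = 0.0958). For the paper's libraries alone, they had -2.89 (adjusted p = 3.29e-04) and -2.74 (adjusted p = 5.27e-04). The 4 hatching gland genes, with klf17 and KLF4 besides these, added up to 7.56, 13.7 and 16.5 CPM in control replicates 1, 2 and 3 and to 6.47, 6.89 and 7.08 CPM in DU, so that control replicate 1, not among the paper's libraries, lies near the DU libraries. As a list they were not called (adjusted p = 0.376).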

Interestingly, a precedent study showed that the hatching rate was delayed by 42% when zebrafish embryos were grown in 250μg/L DU [16]. More analysis will be necessary to follow the dynamic of expression of he1a and he1b in presence of increasing DU-concentration and the potential impact on hatching. Hatching delays could also be caused by developmental delays. A detailed analysis of the morphological abnormalities in the larvae obtained from DU-exposed fish was not done here, but the observed decreased expression of the hatching enzymes in this study could explain the effects on hatching rate.

The direct comparison of the transcriptomics changes induced by DU between the five mRNAseq datasets showed no overlap, which suggests that the molecular response of DU in the different stages and tissues are mostly different. The comparison between the brain and the testis was the most significant with 132 genes regulated in common. Like the brain, the testis is a lipid-rich organ and both organs are immunologically privileged, which could explain some similarities in the response to DU [42,43]. The pathways analysis on the 125 genes down-regulated in common in both organs showed significant enrichment of the biological process of cell adhesion and regeneration. Cell adhesion was also down-regulated in 96 hpf larva obtained from DU exposed fish, showing that this process may also be affected in embryos that were not directly exposed to DU. It is possible that DU itself can be transmitted from the chronically exposed females to the eggs during oogenesis thereby explaining the long lasting effects of DU observed in the 96 hpf larva. In favour of this hypothesis, precedent analysis on chronically exposed adult zebrafish showed that DU bioaccumulates in the ovaries and eggs of females [18,22]. However, we did not observe an alteration of cell adhesion at the two-cells stage embryos which suggests that this pathway is either not significantly affected by DU at the transcript levels or that this pathway is not transcriptionally active at this stage. In agreement with the latter, E-cadherin, the major adhesion protein active during cleavage stages in zebrafish, is maternally expressed [44] and thus not transcribed actively before the maternal-zygotic transition occurs. It is thus possible that DU affects cell adhesion in a generic manner in adult organs and on larvae but that this effect is not detected by mRNAseq in two-cells stage embryos, because this pathway is not yet actively transcribed.

Interestingly, cell adhesion is also inhibited by cadmium, another divalent heavy metal like uranium [45] (uranium is under the UO_2_^2+^ form in water) and we also observed a significant activation of the pathway involved in cadmium response in the 96 hpf larvae and in the adult testis. Cadmium, uranium and other heavy metals have nephrotoxic effects [46]. In addition, uranium and cadmium were recently proposed to induce oxidative stress and to produce similar histopathological effects in the hepatopancreas of the crayfish [47]. These results highlight possible similarities in the toxicological mechanism of these two heavy metals. Cell adhesion and apoptosis are important pathways involved in the mechanisms of toxicity of cadmium [45,48]. In addition, the detachment of cells from the cellular matrix lead to cell apoptosis and cell adhesion itself is deregulated during carcinogenesis. Our data support the hypothesis that DU and cadmium may induce carcinogenesis through similar mechanism of toxicity, including the perturbation of cell adhesion.

*In vitro* studies have demonstrated that uranium can induce DNA double-strand breaks and inhibit the activity of DNA-PK kinase activity involved in the non-homologous end-joining (NHEJ) reparation system, thereby decreasing the abilities of cells to repair DNA [49], and hence potentially lead to mutations and cancer. Recent data also demonstrate the modification of epigenetics marks after chronic exposure to DU [22] that could contribute to the transgenerational and the carcinogenic effects of DU. DU can induce tumorigenesis in osteoblast cell lines [50] but epidemiological [51] and *in vivo* studies are scarce [12]. Our data suggest that, upon chronic exposure, low levels of DU can affect cell adhesion and exerts its genotoxic effects, in the long term, in a way that is, at least in part, reminiscent of the mechanism of action of cadmium, which might involve the induction of DNA mutations and carcinogenesis. However, the hypothesis suggesting that the decrease of cell adhesion and the induction of carcinogenesis are central to explain the toxicity of low concentrations of DU will need further investigation.

The analysis of upstream regulators potentially regulating the differentially expressed genes points out four transcription factors, egr1, hnf4a, mitf and foxa2, that appear to form a hub of upstream regulators explaining a substantial part of the DU-induced transcriptomics changes. The global changes observed at the two-cells stage could account for the enrichment of egr1 and the cancer pathway at this stage. Nevertheless, the power of this analysis allows to highlight similarities in the effects of DU on all five conditions that are missed when we focus only on the differentially expressed genes. The gene egr1 (early growth-response 1) encodes a C2H2 type zinc-finger transcription factor involved in cell adhesion, proliferation and apoptosis [52]. A decrease of the expression or the deletion of the EGR1 gene in human is linked to the occurrence of non-small cell lung carcinoma and breast carcinoma, while its activation has growth-inhibiting and suppressing roles in tumorigenesis [53]. In addition EGR1 directly regulates the expression of the cell adhesion protein KRT18 [54], providing a possible molecular link between the observed alteration of cell adhesion process in our mRNAseq data and the prediction that cancer is the most statistical relevant disease outcome in the five conditions tested. Importantly, Egr1 is also involved in the cellular response to oxidative stress [55]. Indeed, data from *in vitro* studies demonstrated that elevated redox levels in the cells induce the nuclear translocation of the DNA repair enzyme APE1 which stabilizes EGR1 DNA binding activity through protein-protein interactions [56]. In line with an activation of the *egr1* oxidative stress pathway in zebrafish, we observed an enrichment of the transcriptomic response to oxidative stress in the larvae from DU-exposed fish. The central role of EGR1 in several key biological effects of DU toxicity makes this transcription factors a highly relevant biomarker. The similarity in the DU and cadmium biological effects suggests that *egr1* could report the toxic activity of other heavy metals.

Electronic microscopy analyses and mRNAseq data allowed us to correlate the induction of oxidative stress to a probable dysfunction of mitochondrial activities. Indeed, the expression of the ATPase complex was induced after exposure to DU probably reflecting a potential compensatory mechanism in response to the loss or the disruption of inner mitochondrial membranes observed by TEM. A decrease of mitochondrial respiration and change in the expression of the cytochrome oxydase have already been reported in the muscles and brain of adult zebrafish chronically exposed to 30 μg/L DU during 10 and 28 days [18], and are coherent with our results on the 96 hpf larvae obtained from DU-exposed fish. These data collectively suggest that the mechanism of DU toxicity might include the perturbation of the mitochondrial activity. Mitochondria dysfunction will result in an increased oxidative stress, inducing DNA-damages and in the long run, could lead to the accumulation of mutations that will favour, in the longer term, cell apoptosis and carcinogenesis. Our study highlights the role of *egr1* in the translation of these molecular effects at the cellular level, but more analyses will be needed to prove that *egr1* is a key biomarker of DU toxicity.

Another aspect of DU toxicity predicted from the transcriptomic data relates to the perturbation of the genetic networks regulated by *hnf4a* and *foxa2*. These two transcription factors synergise to regulate the transcription of the genetic pathways involved in the intermediary metabolism of glucose, fatty acid and cholesterol. Mutations or dysregulations of the expression of either gene lead to metabolic disorders [57]. We found an up-regulation of fatty acid metabolism in the exposed brain and in 96 hpf larvae from DU-exposed fish, while this pathway was down-regulated in the adult testis. Why this pathway is differentially regulated in the testis is not clear, but our results are in agreement with previous studies in rodent that showed a modification of the cholesterol metabolism in the brain of adult rat exposed to DU [58]. In addition to the effects on adult, our data also highlighted a perturbation of the cholesterol metabolism in the offspring of DU-exposed fish. The analysis of potential DU-induced diseases highlights a significant enrichment of metabolic disorders (*p* < 10^−20^) in the embryos and larvae obtained from DU exposed fish. Based on these findings it is probable that parental DU-exposure impacts the health of the offspring, at least in part, by inducing disorders linked to the metabolism of lipids. If these effects are independent from oxidative stress and mitochondrial dysfunction induced by DU remains to be determined.

Our study also revealed that chronic exposure to a low concentration of DU can alter skeletal muscles integrity in the progeny of exposed fish. TEM analysis showed a high level of vacuolization in the muscles of four-days old larvae, as shown previously [18], a detachment of myofibres from the Z-lines, as well as a disruption of the sarcoplasmic reticulum at the triads that may impact neurotransmission at the neuromuscular junction. The transcriptomics analysis performed in the 96 hpf obtained from DU exposed fish revealed that many protein chaperons *hsp70*, *hsp70l* and *dnajb1b* were up-regulated. Several zebrafish mutants exhibit similar up-regulation of chaperons due to the degeneration or detachment of myofibres as for instance in the *ache* zebrafish mutant [23]. We observed that 22% of the 169 genes up-regulated in *ache* mutant were also altered in DU-exposed larvae. The mechanisms of action of DU on myofibres are not known and are perhaps not related to what is observed in the *ache* mutant. Indeed, the myofibres progressively degenerate in ache-/- embryos due to the continuous activity of the *acheR* at the neuromusclular junctions, while we observed a detachment of fibres from the Z lines in DU-exposed larvae, and vacuolization of the muscle at more macroscopic levels. We didn’t observe obvious swimming phenotype on the DU-exposed larvae. These data suggest that the histological defects observed in the muscles translate mainly in the induction of stress, through the up-regulation of chaperons and gene coding for titin binding proteins like tcap involved in sarcomere assembly, and not in a dystrophic condition. Dedicated experiments will be required to observe subtle or long-term defects in swimming behaviour. Uranium and DU increase both the level of *ache* in the zebrafish brain [59,60] and in skeletal muscles (B. Gagnaire, personal communication). The disorganization of muscle fibres could thus be a consequence of *ache* overstimulation or a more generic effect of DU on the neuromuscular junctions that may perturb neurotransmission.

## Conclusion

This study provides a comprehensive analysis of the DU-induced transcriptomic responses in the brain and gonads (testis and ovaries) of adult fish, and the potential transgenerational effects in two developmental stages of their progeny, the two-cells stage and the four-day old larvae. It extends the precedent findings on DU toxicity by giving molecular mechanisms of action of DU and demonstrates that these effects are also observed in the progeny of the exposed fish. The tissue specific DU-induced effects include the perturbation of centromeres organisation in the adult testis, and an impact on the visual perception mechanisms in the brain. The process of cell adhesion is impacted both in DU-exposed adult fish and in their progeny. Our data show that chronic exposure to low dose of DU increases oxidative stress, and suggest that it may induce DNA double-strand breaks, and genomic instability in the zebrafish. These genotoxic effects lead to the increases of somatic maintenance costs [25] and could foster the emergence of cancers and metabolic diseases in both the exposed individuals and in their progeny. We show that DU alters the genetic networks regulated by the upstream regulator *egr1*, a transcription factor deregulated upon carcinogenesis and involved in the response to oxidative stress and the cell-adhesion process. The central role of *egr1* in these mechanisms highlights its potential usage as a biomarker of DU toxicity. The transgenerational DU-induced effects include the dysfunction of mitochondrial activity, the disruption of myofibres in the skeletal muscles and a disorganisation of the neuromuscular junctions. A potential increase of hatching time might also be possible due to the down-regulation of the hatching enzymes *he1a* and *he1b*. The cellular stress is sensed by the induction of protein chaperons like *hsp70*, *hsp70l and dnajb1b* (*hsp40*) in the skeletal muscles. Several outcomes on the fitness of the chronically DU-exposed adults can be proposed such as a decrease in the sperm quality, an impact on visual perception, a potential decrease in swimming ability, an increased hatching time of the progeny and finally an increased occurrence of cancer in the exposed adult and their progeny.

## Supporting information

S1 Fig Hierarchical clustering. (A) Hierarchical clustering of Euclidean distances of all samples and all genes analysed by mRNAseq. Red: low distance (high correlation), yellow high distance (low correlation). *: outliers removed in the subsequent analysis due to high variability. (B) Hierarchical clustering of the Euclidean distances of 22 selected samples after removal of outliers. This analysis was performed on the set of 6140 genes expressed at high level in at least one condition (rlog > 11). C: non-exposed control, U: DU exposed, testis: adult testis, ovary: adult ovary, two-cells: embryos at two-cells stage, brainM: adult brain from males, brainF: adult brain from females, 96 hpf: larvae at 96 hours post fertilization. The replicate numbers are indicated for each sample. (C) Hierarchical clustering of normalized genes expression (rlog > = 11). High expression are displayed in red, moderate expression in white and low expression in blue. C: non-exposed control, U: DU-exposed, testis: adult testis, brain: adult brain (females), two-cells: embryos at two-cells stage, 96 hpf: larvae at 96 hours post fertilization. The replicate number is indicated for each sample.
(TIF)

S2 Fig Venn-diagram of down-regulated genes after DU-exposure in the brain and the testis.

S3 Fig Enrichment of disorders in the progeny of the DU-exposed fish. (A) Analysis of the disorders (MESH terms) enriched in the progeny of DU-exposed fish at two-cells stage and 96 hpf. (B) Venn-diagram of human orthologues that characterise human disorders (MESH terms) and that are also differentially expressed in the two-cells stage embryos and the 96 hpf larvae.
(TIF)

S4 Fig Gene Ontology enrichment. (A) Heatmap of adjusted *p*-values in the 96 hpf larvae for the genes involved in response to oxidative stress (GO:0006979, *n* = 63 genes) and in lipid metabolic process (GO:0006629, *n* = 539 genes). The colour code displays the log10(adjusted *p*-value). (B) MA-plot showing the differential expression of genes involved in response to oxidative stress (GO:0006979, *n* = 63 genes), lipid metabolic process (GO:0006629, *n* = 539 genes) and neuron projection regeneration (GO:0050789, *n* = 30) (fold change as DU/C). (C) Quantitative RT-PCR for *egr1* in the 96 hpf larvae.
(TIF)

S1 Table Quality control of paired end reads generated by mRNAseq. The number of reads and the mean quality scores (phred-score, Q) are indicated for each sample. PF: clusters passing Illumina chastity filter. DU: fish exposed to DU.
(XLSX)

S2 Table Enrichment of Gene Ontology terms in adult brain, testis and ovaries from DU-exposed fish. The set of genes used for the analysis and the GO terms are indicated. The *p*-values correspond to the results of the Fisher’s exact-test.
(XLSX)

S3 Table List of genes co-regulated in both adult brain and testis after 10 days of chronic exposure to DU. The log2(fold change) and adjusted *p*-values are indicated for both conditions compared to controls.
(XLSX)

S4 Table Enrichment of Gene Ontology terms at the two-cells stage and in 96 hpf larvae. The set of genes used for the analysis are indicated (cut-off used for the genes selection: log2 fold change > ±1 and adjusted *p*-values < 0.01). The *p*-values correspond to the results of the Fisher’s exact-test.
(XLSX)

S5 Table Enrichment of GO terms with human orthologues. The list of GO terms and the deregulated genes (human annotations) are indicated.
(XLSX)

S6 Table List of human disorders enriched after DU-exposure. The human orthologues of the deregulated zebrafish genes were used for the enrichment (cutoff log2 fold change > ±1 and adjusted *p*-values < 0.01). The MESH terms identifiers, disease name, adjusted *p*-values and genes identity (human annotations) are indicated.
(XLSX)

S7 Table List of the human gene orthologues potentially involved in DU-associated diseases. Human orthologues that characterise the MESH terms and that are also deregulated in the zebrafish datasets at 96 hpf and two-cells stage (cutoff log2 fold change > ±1 and *p*-values < 0.01).
(XLSX)

S8 Table Enrichment of up-stream regulators based on the molecular signature observed in the mRNAseq-datasets. The enrichment of upstream-regulators (transcription factors and chromatin remodelers) was performed by selecting mis-regulated genes and fetching the human orthologues. The condition, the enriched transcriptional regulators as well as the *p*-values from the Fisher’s exact test are indicated.
(XLSX)

S9 Table List of the potential up-stream regulators and their differential expression in the mRNAseq datasets. The zebrafish genes identifiers and the adjusted *p*-values (FDR) are provided. ne: not expressed.
(XLSX)

S10 Table ARRIVE guidelines checklist.

How the deposited data were processed for this re-analysis (not part of the article)

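Messenger RNA from 35 libraries of control and DU zebrafish was analysed, from female brain, male brain, testis, ovary, two-cell embryos and 96 hpf larvae. The count values are as deposited by the authors, who called bases with CASAVA 1.7 according to the sample labels, aligned paired reads with RNA-STAR and counted reads per gene of Ensembl annotation release 85. The version of RNA-STAR is not stated. Each file holds whole numbers for the same gene IDs, with no normalization and no filter, and its totals are the depth of its library. Depth ranged from 15749780 to 54858498 counts per library, which leaves the spread between libraries, not counting error, as the main limit for genes above a few CPM. Gene symbols came from a table that names 26269 of the IDs (81.8%), and 11881 of these symbols are written in capitals as that of the human match.

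Samples were mapped to tissue, sex, stage and treatment by titles and descriptions, and the treatment tag of the labels, which gives DU for control samples as well, was not used. Genes with low counts were removed per comparison with filterByExpr (minimum count 10, minimum total 15). Control and DU were compared with edgeR 4.0.16 (quasi-likelihood F-test, TMM factors, Benjamini-Hochberg adjustment) in R 4.3.3. Each adult tissue and each stage of the progeny was fitted separately, with female and male brain apart and also together with sex as a term, and the difference of the DU effect between the sexes was tested as an interaction. Genes were counted at an FDR under 0.01 and a log2 fold change beyond 1, and called singly or as list members at an FDR under 0.05. The SE of a fold change was derived from the F statistic. CPM of single genes were computed with TMM factors, log2 CPM with a prior count of 3, and CPM summed over lists with library totals.

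Gene lists by function, complex and cell type, with those of genes that the paper names, were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, and with the rotation test fry, where at least 3 members were measured. Members were also adjusted over the list alone. Overlaps of called genes were tested with the hypergeometric distribution over genes tested in both comparisons. The genes named in the text are, by a rule set before the data were examined, those that the paper names, in each direction the 10 with the largest changes among genes past the thresholds that have a mean log2 CPM of at least 1, groups that do not overlap and a symbol not taken from a clone, and the 4 members with the smallest p-values of each list described. For male brain these are the genes named for female brain. The paper's S3 and S9 Tables and figure values were seen when that rule was set. With 3 libraries per group, chance gives groups that do not overlap for 10% of genes.

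The alternatives were DESeq2's size factors and library totals in place of TMM, DESeq2 1.42.0 without and with its prior on fold changes, no low-count filter, each library left out in turn, all choices of 2 libraries per group, the replicate number as a block, and an FDR under 0.05 without a minimum fold change. The libraries behind the paper's tables were identified from S3 and S9 Tables, by the choice whose DESeq2 fold changes with the prior lay closest, and used as a further alternative that was chosen after the values were seen. The analysis was tested on simulated data, drawn with the means, dispersions and library sizes of each comparison, where 200 genes were changed by a fold of 2, 4 or 8 and a list of 30 genes was shifted by 1 on the log2 scale. Each simulated gene was drawn independently of the others. Splits of the libraries other than the real one were fitted in the same way, with 100 drawn where there were more. Correction for GC content and gene length was left out, since no GC content was at hand and the only gene lengths were those of another assembly, as genomic spans without Ensembl IDs. Enrichment in outside term databases was not analysed here. Figures were drawn with Python 3.11.15.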

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

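All tests weighed below were chosen after the result was seen. In the pooled brain groups 36 sums of marker genes were screened for a library far from the other 5 of its group. A rate of about 1 in 20 would give 1.8, but that rate holds for independent and normally distributed values. The sums share libraries and were screened without a log scale, so that 1.8 does not measure chance here. In all, 11 were found.

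DU replicate 2 of female brain stood apart from the other 5 DU brains in most of them. Its skin keratinocyte genes added up to 1053 CPM (154.2 to 434.2 in the others), annexins to 812.5 (525.8 to 615.5), regeneration genes to 1982 (844.2 to 1266), cartilage and bone to 1360 (114.6 to 244.3), skeletal muscle to 8915 (39.11 to 430.2), pituitary hormones to 2851 (18.57 to 675.4) and ribosomal proteins to 57030 (33520 to 38170), while neurons were lowest at 10540 (13150 to 13560). Of the controls, female replicate 5 had 3313 CPM of cartilage and bone genes (104 to 1260 in the others) and female replicate 3 had 93.88 of pituitary hormones (9.778 to 24.54). DU replicate 5 of the males had 827.6 CPM of phototransduction genes (461.4 to 543.9 in the others).

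Libraries outside those matched to the paper's tables held signals above those of the controls. In DU female brain replicate 2, skeletal muscle at 8915 CPM compares with 98.19 to 1585 and pituitary hormones at 2851 CPM with 21.9 to 675.4 in the other female brains. In DU larvae replicate 1, leucocyte markers added up to 1661 CPM (86.6 to 120.4 in the other 5).

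Some genes moved in opposite directions at the 2 stages of the progeny, with larvae minus two-cell embryos at -0.89 for the methyltransferase dnmt1 (0.55 at the two-cell stage and -0.34 in larvae), at -1.44 for dnmt3ba (1.07 and -0.36) and at 3.08 for sod2 (-2.39 and 0.68). These differences were not tested, and that of dnmt1 rests on the scaling, its fold change at the two-cell stage being -0.17 under library totals alone.

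Genes lower in DU female brain over the paper's libraries include skin and phototransduction genes. A response of these genes to DU cannot be told apart from other causes, since in the 2 libraries outside those tables DU replicate 2 lay above control replicate 3 by a median of 0.46 over 813 of the 1027 genes (30.5% lower in DU, quartiles -0.13 and 1.03), a comparison of single libraries. Skin in control replicates 2 and 5 is a candidate source, since 28 of 29 keratinocyte genes lay over 2-fold above control replicate 3 in both, with krt5 at 8764 CPM in replicate 2 against 553.6 in replicate 3 and krt17|ENSDARG00000036830 at 4908 against 249 (25 of the 29 are among the genes lower, 12 are in S3 Table, 4 in another list, and 19 have at least 1 CPM in replicate 3). For retina or pineal tissue, 22 of 32 phototransduction genes lay above in both, while 1 of 11 lens genes and 3 of 12 pigment genes did, so that it cannot be told apart. Of the 32, 13 have at least 1 CPM in replicate 3. The members with the highest counts, gnb1b and gnb1a, were at 273.2 and 128.6 CPM in replicate 2 and at 326.9 and 173.6 in replicate 3. gnb1a was at 113 CPM in testis control replicate 1 too, so that its level says little about photoreceptors.

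Levels changed widely between control and DU two-cell embryos. Scaling alone is argued against, since 293 genes were higher and 4141 lower under all 3 scalings. A difference between sequencing runs cannot be told apart from DU, because the lowest mean read quality of a control lies 0.23 above the highest of a DU library and the groups do not overlap. An effect of the parents' exposure on the mRNA loaded into the egg, or on its decay, stays open, as does a difference between the parents of the pools that has nothing to do with DU.

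Genes of digestive organs were higher in DU larvae. A larger share of liver, gut and pancreas in these larvae is a candidate explanation. Of the genes of the 3 lists, 86 of 87 lay above 0 with a median of 1.38, against 0.04 for muscle, 0.21 for skin and -0.34 for neurons. These are the lists whose rise raised the question, and higher expression within the organs could give the same count, so that it does not decide. Collection at another hour of the day cannot be told apart, with a median of -0.13 for 5 clock and bmal genes (-0.31 to 0.04) and -1.01 for 7 per1 and nr1d genes. A change of expression within these organs, or faster growth, stays open and was not tested.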

How the results depend on the processing

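Direction and call were the same in 2267 of 2657 values, over the 208 pairs of a gene named in the text and a comparison, while 179 were weaker, 145 stronger, 63 moved and 3 reversed. Counts that moved by over 1.5 times are given below, and except where stated the cause was not tested. At 3 libraries per group (2 for DU ovary), depth limits only genes of few counts, while the spread between libraries sets what could be called: edgeR recovered 26 of 67 simulated 4-fold changes in female brain, 39 in testis, 0 in ovary, 66 in two-cell embryos and 64 in larvae. No correction for GC content or length was run.

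DESeq2 called 12 genes higher and 220 lower in female brain, 2 and 3 in male brain, 4 and 5 in both sexes together, 99 and 127 in testis, 63 and 41 in ovary and 471 and 76 in larvae, 43 for the difference between the sexes and 5 lower in brain and testis, with 2 pairs of comparisons sharing more than chance. With its prior these were 3 and 34 in female brain, 1 lower in male brain, 64 and 81 in testis, 67 and 32 in ovary and 336 and 40 in larvae, with 1 pair sharing more than chance. On simulated data DESeq2 called 7 to 52 unchanged genes, edgeR 0 to 8. Of 67 simulated 4-fold changes DESeq2 recovered 57 in female brain, 61 in testis and 15 in ovary, where edgeR recovered 26, 39 and 0. The correlation across genes with the paper's listed fold changes was lost with the prior in female brain (-0.0517, from 0.62). In both sexes together it changed sign (-0.24, from 0.52). The direction was kept, with 124 of the 126 genes lower in DU in each of these 2 fits with the prior.

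Library totals alone gave 293 genes higher in two-cell embryos and 40 in larvae, and reversed dnmt1 (-0.17), SDHA (-0.0647) and sod1 (-0.50) in two-cell embryos, which the shift of all genes accounts for. Without the low-count filter 151 genes were higher and 21 lower in larvae. An FDR under 0.05 with no minimum fold change gave 13 and 10 in testis, 4585 higher in two-cell embryos and 1580 and 1318 in larvae. With an estimated correlation 0 lists were called in each of female brain, testis, ovary, two-cell embryos and larvae. On simulated counts a list shifted by 1 on the log2 scale was called that way in each of these except ovary (adjusted p = 0.403). The simulated genes were independent of each other, so that a lost call for genes that vary together does not show them unchanged.

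The paper's libraries, chosen after the values were seen, gave 8 genes lower in female brain and 742 higher and 108 lower in larvae with edgeR, and 29 lists in testis. With DESeq2 and its prior they gave 46 and 1027 in female brain, 132 and 295 in testis, 302 and 169 in ovary, 571 and 61 in larvae, 125 lower in both brain and testis, 6 pairs and a correlation of 1. Choices of 2 against 2 libraries gave at most 8 genes lower in female brain and 1 in male brain, and from 0 and 0 to 742 and 108 in larvae.

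Leaving out 1 library at a time, larvae had 2 (without control replicate 3) to 435 (without DU replicate 1) genes higher and 0 to 52 lower, and 31 to 32 lists. Testis had 0 to 1 higher and 0 to 1 lower, and 7 lists (without DU replicate 3) to 24 (without DU replicate 1), female brain 0 to 0 genes and 20 to 28 lists, ovary 15 to 22 lists, and two-cell embryos 1380 to 2077 higher, 4248 to 4711 lower and 6 to 9 lists. The difference between the sexes ranged from 0 to 1. At an FDR under 0.05 with no minimum fold change, female brain went from 0 to 383 genes without control replicate 3, testis from 23 to 0 (without DU replicate 3 or 5) to 39 (without control replicate 1), and larvae from 2898 to 32 (without control replicate 2) to 4441 (without DU replicate 1).

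The replicate number as a block gave 11 genes higher and 0 lower in larvae, where the libraries share only a number, and at an FDR under 0.05 with no minimum fold change 437 and 258 in larvae and 0 and 1 in testis. The deviations of libraries with the same number correlated at 0.04 and -0.15 in female brain, -0.25, -0.29 and 0.05 in testis and -0.02, -0.05 and 0.03 in larvae, and libraries did not each correlate best with their own number.

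In 3 against 3 libraries the 10 splits are too few for a share under 0.05. The real split and the highest other called 0 and 1 genes in female brain (10 splits as large) and 25 and 25 lists (3 as large). In male brain they called 0 and 41 genes, the second with control replicate 1 and DU replicates 2 and 3 on 1 side, for a reason that was not tested. In testis they called 0 and 0 genes and 15 and 31 lists (4 as large). Two-cell embryos had 6401 and 0 genes (1 as large) and 9 and 9 lists, and larvae 76 and 0 genes and 34 and 27 lists. In both sexes together and for the difference between them 100 of 100 drawn splits were as large and the highest others 3 and 11. Where the real count is 0 any split is as large, so that the splits say nothing about chance there.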

Differences from the paper's values

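Counts are at the paper's thresholds. In female brain edgeR called 0 genes up and 0 down, where the paper's counts are 46 and 1026, in testis 0 and 0 against the paper's 132 and 295, and in ovary 0 and 0 against the paper's 302 and 169. In larvae 67 were up and 9 down against the paper's 573 and 62. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times the paper's count for genes up in testis and for both directions in larvae, as did leaving out DU replicate 1 for both directions in larvae, and none of them did so for the other counts. The paper's libraries with DESeq2 and its prior, chosen after the values were seen, came within it for all 8 counts and dropped 0 of the 126 genes of S3 Table, while the same libraries with edgeR, also chosen after the values were seen, reached the paper's number up in larvae and dropped 126 of the 126. In two-cell embryos edgeR's 1857 genes up and 4544 down lie within 1.5 times the paper's 2482 and 4106.

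The genes in common were 0 for each pair with an adult tissue. The paper's numbers are 132 for brain and testis (125 down in both and 1 up in both, against 0 and 0 here), 82 for testis and two-cell embryos, 40 for testis and larvae, 31 for brain and larvae, 196 for brain and two-cell embryos, 147 for ovary and two-cell embryos, 17 for testis and ovary and 23 for ovary and larvae. For two-cell embryos and larvae 17 were found against the paper's 81, which DESeq2 came close to. All of these pairs came within 1.5 times with the paper's libraries and DESeq2's prior, chosen after the values were seen and dropping 0 of the 126.

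Signed folds that the paper shows for two-cell embryos in Fig 3D, read by eye, are about 3.4 for rad51d (2.04 here), about -5.5 for rad50 (-9.52), about -1.8 for isy1 (-3.30), about -3 for syf2 (-5.16), about -7.7 for hat1 (-17.2), about -1.6 for hdac5 (-2.82), about 7.9 for apoeb (3.42), about 2.3 for dnmt1 (1.46) and about 3.3 for dnmt3ba (2.10). Here and below a gap is called closed where 2 values of the same sign differ by no more than the larger error, the fit's or the paper's. DESeq2's size factors, DESeq2 and its prior brought rad51d (2.28, 2.25 and 2.24) and dnmt1 (1.63, 1.61 and 1.604) within the paper's error bars of about 1.2 and about 0.8 in Fig 3D, read by eye, though still under its values. Leaving out control replicate 2 or DU replicate 3 did so for dnmt1 (1.52 and 1.53), and no alternative did for the others. With DESeq2's prior, all 11 genes read from that figure had the paper's direction, with the paper's log2 value higher in 11 by a median of 0.62 (0.52 to 1.17). For cetp in larvae the paper shows about 2.6 in Fig 3D, read by eye, against 2.10 here, and leaving out control replicate 1 closed that gap, as did the paper's libraries with edgeR or DESeq2's prior, chosen after the values were seen.

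For single genes the paper's log2 fold changes in its S3 Table are 1.04 for zgc:153426 in brain (1.62 here), -1.13 for dspa in testis (-0.58) and -2.44 for itga6b in brain (-1.90). In its S9 Table the paper's values for egr1 are 0.97 in larvae (0.82 here), -0.0815 in testis (0.15) and 0.51 in brain (0.30). For hnf4a in testis the paper has -0.64 (0.13 here), for mitfa -0.25 in brain (0.0843), -0.0438 in testis (0.0826) and -0.47 in larvae (-0.66), for mitfb in testis -0.0760 (0.15) and for foxa2 in ovary -0.0702 (0.38). The paper's libraries with DESeq2's prior, chosen after the values were seen, closed the gap for all of these, and with edgeR for all but hnf4a. Of the alternatives set before the data were examined, DESeq2's prior closed it for zgc:153426, library totals for itga6b, the replicate block for dspa, egr1 in brain, hnf4a and mitfa in brain, DESeq2's size factors and DESeq2 for egr1 and mitfa in larvae, and DESeq2's prior for mitfa in larvae. Leaving out 1 library closed it for each. In brain this was control replicate 3 for zgc:153426, itga6b, egr1 and mitfa, control replicate 5 for mitfa, DU replicate 2 for zgc:153426, itga6b and mitfa, and DU replicates 4 or 5 for egr1. In testis it was control replicate 1 for dspa, egr1, hnf4a, mitfa and mitfb, control replicate 5 for dspa and mitfa, DU replicate 1 for dspa and hnf4a, and DU replicate 3 for egr1. In larvae it was control replicate 1, DU replicate 1 or DU replicate 3 for egr1 and control replicates 2 or 3 or DU replicates 1 or 2 for mitfa, and in ovary control replicate 5 for foxa2.

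The paper states that genes of neuron projection regeneration were stimulated in larvae, and of 8 gene IDs behind those it names 0 were higher and 4 lower. It states that most genes of the electron transport chain rose in the progeny. Higher at an adjusted p under 0.05, a stricter measure than direction, were 20 of 44 in complex I, 2 of 4 in complex II, 7 of 15 in complex IV and 8 of 22 in ATP synthase in two-cell embryos, and 1 of 48, 1 of 5, 5 of 21 and 4 of 22 in larvae. By direction, the larval medians of these lists were 0.29 to 0.36 over all 6 libraries. In two-cell embryos they were 0.16 to 0.42 under TMM but -0.56 to -0.30 under library totals alone. With the paper's libraries, chosen after the values were seen, 36 of 48, 5 of 5, 16 of 21 and 17 of 22 rose in larvae. cat (adjusted p = 0.0601) and he1b (adjusted p = 0.0958), which the paper gives as changed in larvae, did not pass with all libraries. The paper finds only the overlap of brain and testis above chance, and with the paper's libraries and DESeq2's prior 6 of 10 pairs were.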

Other observations

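The comparison of single libraries in the last paragraph was chosen after the results were seen. In larvae over all 6 libraries, 13 of 33 clock genes fell and 1 rose, 6 of 11 DNA methylation genes fell and 33 of 50 genes of ribosome biogenesis rose. Without control replicate 2 only 1, 0 and 0 of them did, and with an estimated correlation none of the 3 lists was called (adjusted p = 0.303 each). Over all 6 libraries KLF9 and PER1|ENSDARG00000056885 fell, as did nr1d2a (-1.05, adjusted p = 0.00915) and dbpb of clock output (-0.86). Of the DNA demethylases, TET2 and tet3 (-0.58, adjusted p = 0.0230) fell, and the methyltransferases dnmt1 (-0.34, SE 0.09, adjusted p = 0.0489) and dnmt3ba (-0.36, SE 0.09, adjusted p = 0.0420) fell with them. Acetyltransferase NAT10 of ribosomal RNA rose by 0.48 (adjusted p = 0.0133), with DDX18 by 0.51 and NOP10 by 0.57.

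In testis, the genes lower over the paper's libraries were not all lower in the other 2 libraries, with a median difference of 0.70 between DU replicate 1 and control replicate 1 over 277 of them (31.8% lower in DU). Exocrine pancreas genes lay over 2-fold above control replicate 1 in both other controls for 24 of 27, skin genes for 19 of 33. These are values of single libraries, and where such transcripts came from was not tested.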
